# Human umbilical cord mesenchymal stem cell-derived exosomes promote murine skin wound healing by neutrophil and macrophage modulations revealed by single-cell RNA sequencing

**DOI:** 10.3389/fimmu.2023.1142088

**Published:** 2023-03-06

**Authors:** Yuanyuan Liu, Mingwang Zhang, Yong Liao, Hongbo Chen, Dandan Su, Yuandong Tao, Jiangbo Li, Kai Luo, Lihua Wu, Xingyue Zhang, Rongya Yang

**Keywords:** exosomes, wound healing, single-cell RNA sequencing, cellular heterogeneity, neutrophils, macrophages

## Abstract

**Introduction:**

Full-thickness skin wound healing remains a serious undertaking for patients. While stem cell-derived exosomes have been proposed as a potential therapeutic approach, the underlying mechanism of action has yet to be fully elucidated. The current study aimed to investigate the impact of exosomes derived from human umbilical cord mesenchymal stem cells (hucMSC-Exosomes) on the single-cell transcriptome of neutrophils and macrophages in the context of wound healing.

**Methods:**

Utilizing single-cell RNA sequencing, the transcriptomic diversity of neutrophils and macrophages was analyzed in order to predict the cellular fate of these immune cells under the influence of hucMSC-Exosomes and to identify alterations of ligand-receptor interactions that may influence the wound microenvironment. The validity of the findings obtained from this analysis was subsequently corroborated by immunofluorescence, ELISA, and qRT-PCR. Neutrophil origins were characterized based on RNA velocity profiles.

**Results:**

The expression of *RETNLG* and *SLC2A3* was associated with migrating neutrophils, while *BCL2A1B* was linked to proliferating neutrophils. The hucMSC-Exosomes group exhibited significantly higher levels of M1 macrophages (215 vs 76, p < 0.00001), M2 macrophages (1231 vs 670, p < 0.00001), and neutrophils (930 vs 157, p < 0.00001) when compared to control group. Additionally, it was observed that hucMSC-Exosomes elicit alterations in the differentiation trajectories of macrophages towards more anti-inflammatory phenotypes, concomitant with changes in ligand-receptor interactions, thereby facilitating healing.

**Discussion:**

This study has revealed the transcriptomic heterogeneity of neutrophils and macrophages in the context of skin wound repair following hucMSC-Exosomes interventions, providing a deeper understanding of cellular responses to hucMSC-Exosomes, a rising target of wound healing intervention.

## 1 Introduction

Effectively accelerating cutaneous wound healing remains a pressing challenge. Cutaneous wound repair consists of a series of closely linked and overlapping processes involving multiple cells that synergistically regulate inflammation, proliferation, and remodeling. Acute full-thickness skin injury immediately triggers a rapid immune system response, with neutrophils first recruited to the wound in response to signals such as chemokines, calcium, and hydrogen peroxide, serving as the first line of defense against pathogenic microorganisms by releasing proteases, generating neutrophil extracellular traps, and phagocytosis (1). In the late inflammatory phase, neutrophils are phagocytosed by macrophages mainly through endocytosis. After 2-3 days of injury, monocytes are recruited and transformed into macrophages at the wound site, which fights infection mainly by releasing pro-inflammatory cytokines (IL-6, TNF-α, IL-1B) as well as by phagocytosis of pathogens (2). Synergistic regulation of neutrophils and immune cells is essential for wound repair. The relationship between the diversity of neutrophils and macrophages within wounds and their differentiation pathways and functions remain unclear.

In recent years, mesenchymal stem cells (MSCs) have been widely shown to be effective in promoting wound healing, however, stem cell treatments have a high carcinogenic risk and are prone to complications such as vascular embolism (3, 4). Exosomes, the main effector of MSCs paracrine production, are thought to have more stable biological effects, higher transduction efficiency, and easier quantification and storage (5). Studies have shown that human umbilical cord mesenchymal stem cells derived exosomes (hucMSC-Exosomes) can promote wound regeneration and repair by improving immune regulation, stimulating angiogenesis, promoting keratinocyte proliferation, and mediating extracellular matrix remodeling (6, 7). Although evidence exists regarding the promotion of wound healing by hucMSC-Exosomes, the molecular mechanisms underlying the actions of different cell populations and the interactions between cells have not been consistent in reports (7–9). This is likely due to the diversity of cells involved in wound repair and the complexity of the immune microenvironment.

The development of single-cell RNA sequencing (scRNA-seq) technologies has made it possible to study the heterogeneity of cell populations. Single-cell sequencing can identify extreme variability in the expression levels of individual cells within a given cell type, elucidate the unique role of specific cell expression levels on the overall phenotype, and predict the interaction of different cellular ligand-receptor interactions. This study aimed to reveal the heterogeneity of neutrophil and macrophage cells during exosome-induced tissue repair by single-cell sequencing and to reveal the potential mechanisms of hucMSC-Exosome accelerated tissue repair by ligand-receptor interaction analysis.

## 2 Materials and methods

### 2.1 Preparation and culture of huc-MSCs

The isolation of human umbilical cord tissue-derived mesenchymal stromal cells (huc-MSCs) was executed using a previously established protocol, in which discarded umbilical cords were utilized as the source material (10). Specifically, the Wharton’s jelly was extracted from the cords post-removal of the vascular structures. The extracted samples were subsequently diced into one cubic millimeter segments, which were then dispersed into a culture medium comprising DMEM-F12 (manufactured by Gbico) supplemented with 10% fetal bovine serum (also from Gbico), 1% penicillin-streptomycin (also from Gbico) and 10 ng/ml basic fibroblast growth factor. The cells were incubated under conditions of 37°C and 5% CO^2^, and the medium was refreshed at an interval of twice per week. After a period of two weeks, cells with fibroblast-like morphological characteristics could be observed. As the cells reached a confluence level of 70-80%, they were sub-cultured. The study employed only huc-MSCs within passages 3 to 5.

### 2.2 Exosomes extraction and characterization

Upon subjecting pre-confluent huc-MSCs to incubation in a serum-free DMEM medium for a period of 48 hours, the supernatants were then collected and subjected to sequential centrifugation as previously outlined (10), utilizing a centrifugal force of 1,000×g for 10 minutes, 4,000×g for 20 minutes, and 10,000×g for 40 minutes. Subsequently, hucMSC-Exosomes were precipitated through the utilization of ultracentrifugation at a force of 100,000×g for 70 minutes at 4°C using a Beckman Coulter Optima L-80 XP ultracentrifuge. Finally, the resulting solution was re-suspended in PBS before undergoing filtration through a 0.22 µm filter.

### 2.3 Mice

In order to conduct *in vivo* assays of punch-biopsy wound healing, six-week-old C57/BL6j mice were procured from Charles River Laboratories in Beijing. These mice were maintained under standard conditions, characterized by a temperature range of 22-24°C and a light-dark cycle of 12 hours, with ad libitum access to food and water. The animals were randomly allocated to various experimental groups, and all protocols were granted ethical approval by the institutional committee of Medical School of Chinese People’s Liberation Army prior to initiation of the experiments involving animal subjects.

### 2.4 Punch-biopsy wound healing models

An intraperitoneal anesthetic solution of 1% pentobarbital sodium was used. Prior to the creation of 8-millimeter full-thickness cutaneous lesions in the midline of the shoulder region, the epidermal hairs of the mice were depilated. A sterile punch biopsy needle (Integra Miltex, Integra York, P.A., Inc.) was utilized for the infliction of the wounds. Twenty mice were randomly divided into two groups, which were subcutaneously injected with 100 micrograms of hucMSC-Exosomes or an equal volume of PBS around the wound edges at 4 injection sites, administered every 48 hours. On day 7, the periwound skin (mainly regenerated tissue) were excised for Single-cell RNA sequencing.

### 2.5 Tissue processing

Sterile PBS on ice was used to preserve skin tissue samples immediately after dissection. The samples were subsequently cleaned by PBS twice and cut into pieces sized 2-4 mm. Then tissues were processed following the instructions of the dissociation kit (Multi Tissue Dissociation Kit 1, Miltenyi Biotec, 130-110-201) to complete the dissociation. The single-cell suspension was passed through 70 and 40 μm cell strainers and centrifuged for 10 min, 500 × g at 4 °C. The red blood cell (RBC) lysis solution (130-094-183, Miltenyi Biotec) and Dead Cell Removal Kit (130-090-10, Miltenyi Biotec) were successively added to remove erythrocytes or dead cells. The process resulted in highly viable, typically ≥85%, single-cell suspensions. For immediate single-cell capture, the cells were resuspended in 0.04% Ultra-Pure BSA in PBS (Thermo Fisher Scientific) and concentration was adjusted to ≥10^6^ cells/ml.

### 2.6 Single-cell RNA sequencing

The utilization of microdroplets in conjunction with barcoded primer beads enabled the capture of individual cells through the implementation of a droplet-based ultra-high throughput system for parallel gene expression detection. The Chromium Next GEM Single Cell 3ʹ Kit v3.1, developed by 10x Genomics (Part Number 1000268), was employed in the creation of gene expression (GEX) libraries. The generation of gel bead-in-emulsions, as well as the reverse transcription (RT) of the single-cell suspensions, was accomplished through the utilization of the 10x Genomics Single cell chip (Chromium Next GEM Chip G Single Cell Kit, Part Number 1000120, and an additional Dual Index Kit TT Set A, Part Number 1000215) run on the Chromium Controller (Part Number 110211) developed by 10x Genomics. The generated cDNA was amplified in order to produce GEX libraries after the RT step, subsequently quantified through the use of Qubit 3.0 fluorometer (Life Technologies, Part Number 15387293) and assessed through the utilization of HS DNA chips (Agilent Technologies, Part Number 5067-4627) in combination with the 2100 Bioanalyzer (Agilent Technologies, Part Number G2939BA). The Novaseq 6000, developed by Illumina, was employed for massively parallel sequencing.

### 2.7 Data processing and analysis

Raw scRNA-seq datasets were aligned to the mm10 reference genome using the Cell Ranger V6.1.2 from 10X Genomics Inc. Downstream data processing and visualization were performed using Seurat V4.0.6 (11). The quality filtering on scRNA-seq data was performed by filtering cells expressing the lower number of genes (<200 genes), and genes only uniquely expressed in <3 cells. The percentage of mitochondrial genes was regressed during the subsequent normalization step. Potential doublets were identified by DoubletFinder V2.0.3 at a threshold of 10% and filtered out (12). The datasets were then merged and normalized using the SCTransform algorithm with the principal component parameter set to 30. Principal component analysis (PCA) was followed by Uniform Manifold Approximation and Projection (UMAP) analysis to cluster cells with similar gene expression patterns together. Well-established cell marker genes are then used to annotate each cluster. Immune cells (Ptprc+) were computationally separated as described by Vu et al. (13). Non-parametric Wilcoxon Rank Sum test (p Adjusted value = 0.01, Fold Change = 1.2) was used to identify differences between treatment groups.

### 2.8 Cellular trajectory and RNA velocity analysis

Cellular transcriptomic profiles were used as input for Slingshot Package V2.4.0 (14) to predict differentiation trajectory and pseudotime data. The Gene expression matrix of each cell was fed into Tradeseq Package V1.10.0 to calculate the imbalance score, topology test value, and the subsequent differential trajectory between treatment and control (15). P value < 0.05 was considered significant for the topology test to determine whether treatment and control share a common trajectory. The unsupervised RNA velocity analysis was done with ScVelo (16).

### 2.9 Pathways and systems biology analysis

Gene Set Enrichment Analysis (GSEA) was performed to better understand the changes in biological pathways with treatment. Genes were sorted based on average log fold change along the trajectories. The result was fed to Fgsea package V1.22.0 (17) in combination with pathway data from MSigDB V7.5.1 (18) to generate a list of relevant enriched pathways. The significance of each biological pathway was determined by the permutation test. The detected biological pathways with p-value <0.05 were considered significant. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed. Differentially expressed genes were identified with the non-parametric Wilcoxon Rank Sum test (P-value <0.01 and Fold Change >2). R package clusterProfiler V4.4.4 was used to identify influenced pathways (19).

### 2.10 Real-time qPCR

Total RNA was extracted using Trizol^®^ reagent (Invitrogen) from tissues and cells. The cDNA was obtained using Prime Script™ RT Master Mix (TaKaRa Bio, RR036A). The qRT-PCR was performed according to the instructions for Power SYBR Green PCR Master Mix (Applied Biosystems, USA). Relative expression levels were calculated using the comparative threshold cycle (2^-ΔΔCt^) method (20). Statistical significance was determined by two-tail unpaired t-tests, with p-values smaller than 0.05 considered significant. The GAPDH was employed as the internal control. The primer sequence is as follows:

*CCL6*: CACCAGTGGTGGGTGCATCAAG/GTGCTTAGGCACCTCTGAACTC

*CXCL3*: TGAGACCATCCAGAGCTTGACG/CCTTGGGGGTTGAGGCAAACTT

*IL1RN*: TGTGCCTGTCTTGTGCCAAGTC/GCCTTTCTCAGAGCGGATGAAG

*CXCL9*: CTGTTCCTGCATCAGCACCAAC/TGAACTCCATTCTTCAGTGTAGCA

*CXCL10*: GGTGAGAAGAGATGTCTGAATCC/GTCCATCCTTGGAAGCACTGCA

*CXCL16*: CCTATGTGCTGTGCAAGAGGAG/CTGGGCAACATAGAGTCCGTCT

### 2.11 ELISA

After the tissues are shredded and homogenized, the detection of cytokines (IL-4, IL-13, IL-17A, and IL-33) from tissue lysates was performed *via* ELISA according to the manufacturer’s (R&D Systems) instructions.

### 2.12 Ligand and receptor-based cell interaction analysis

NicheNetR V1.1.0, a method combining gene expression data with existing knowledge on ligand-to-target signaling paths to predict ligand-receptor interactions, was used to investigate alterations in the relationship among different cell types caused by exposure to hucMSC-Exosomes (21). Differential gene expressions are combined with NicheNetR ligand-target weights to compute the Pearson correlation coefficient between ligand-receptor interaction. Ligand-receptor interactions with an expression of less than 10% were filtered out.

### 2.13 Histological analysis

Skin samples were fixed with 4% paraformaldehyde (PFA) to preserve tissue morphology. The fixed samples were subsequently embedded in paraffin and cut into 5-µm sections for histological analysis. Hematoxylin and eosin (H&E) and Masson Trichrome staining were performed using routine procedures.

### 2.14 Immunofluorescence staining and imaging

Skin samples were obtained from mice and subsequently preserved in 4% PFA prior to sectioning into 5-μm slices. These sections were subjected to staining with antibodies against F480 (Cell Signaling Technology, 1:1000), Arg1 (Proteintech, 1:400), LY6G (ThermoFisher, 1:1000), BCL-2 (Bioss,1:200), and SLC2A3 (Proteintech, 1:100). Subsequently, the fluorescent signals of these markers were visualized and captured using a fluorescent inverted microscope.

### 2.15 Exosome uptake assay

HucMSC-Exosomes were mixed with PKH26 and Diluent C (MINI26, Sigma Aldrich) for a duration of 5 minutes. To stop the reaction, 0.5% FBS was added, and the exosomes were then treated with a sucrose solution and subjected to ultracentrifugation in the dark at 120,000 × g for 90 minutes. Labeled hucMSC-Exosomes or PKH26-labeled control were then administered through subdermal injection into mouse periwound tissue, and the samples were collected after 4 and 24 hours. Subsequently, the nuclei of the cells were stained with 4’,6-diamidino-2phenylindole (DAPI; Leagene, China), and images were obtained using a confocal microscope.

## 3 Results

### 3.1 HucMSC-exosomes induce functional changes in neutrophils

The isolation and culture of huc-MSCs was performed in adherence to established methods (**Figure 1A**), resulting in the generation of a monolayer of spindle-shaped cells (**Figure 1B**). The isolated huc-MSCs were verified for the expression of mesenchymal stem cell markers (CD90 and CD105) and the absence of hematopoietic stem cell markers (CD34 and CD45) *via* flow cytometry analysis (**Figure 1C**). Transmission electron microscopy revealed the exosomes to be spherical in shape, with a hypodense center and typical saucer-like structure enclosed by clear membranes (**Figure 1D**). The particle size distribution of the exosomes was observed to range from 60 to 150 nm in diameter, and the zeta potential was measured to be -22 ± 2.9 mV (n=3) (**Figure 1E**). Furthermore, western blot analysis confirmed the expression of TSG101 and CD63 all of which are widely recognized as biomarkers of exosomes (**Figure 1F**). Compared to the control group (PBS injection), mice in the hucMSC-Exosomes intervention group had significantly faster healing rates (**Figures 1G, H**). Increased re-epithelialization were visible in H&E staining with higher collagen content detected through Masson staining (**Figure 1I**) (22). The absorption of hucMSC-Exosomes was visualized *via in vivo* exosome uptake assay at 4h and 24h (**Figure 1J**).

**Figure 1:**
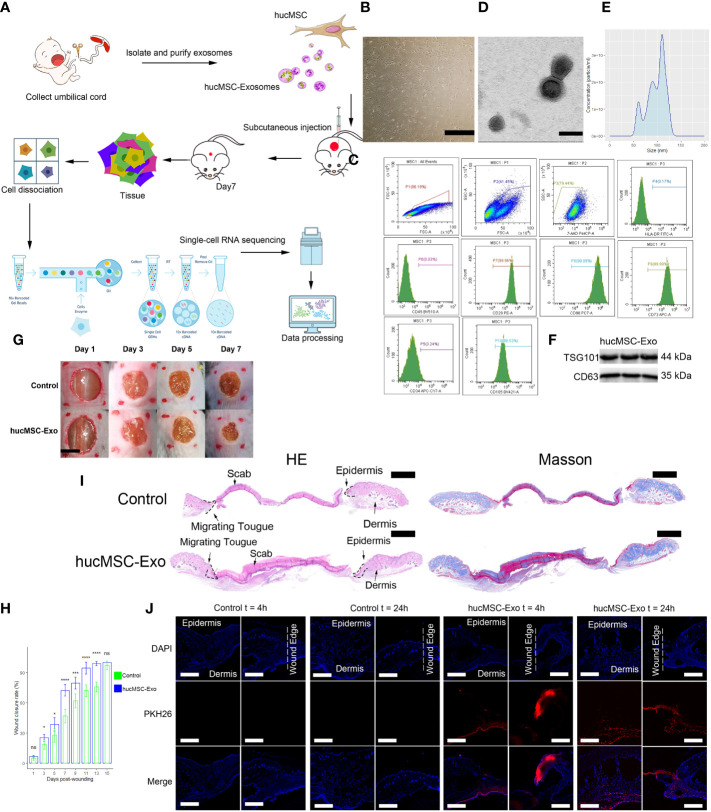
HucMSC-Exosomes accelerate wound healing. **(A)** Schematic overview of the study design. **(B)** Microscope image of huc-MSCs. The scale bar is 500 µm. **(C)** Flow cytometry analysis of HLA, CD29, CD34, CD45, CD73, CD90 and CD105 expression on the huc-MSC surface. **(D)** Transmission electron microscopy image of hucMSC-Exosomes. Scale bar, 100 nm. **(E)** Density plot of hucMSC-Exosomes. **(F)** Western blot of hucMSC-Exosome markers **(G)** Representative images of wound closure process of hucMSC-Exosomes treatment and PBS control. The scale bar is 4 mm. **(H)** Wound closure rate of hucMSC-Exosomes treatment and PBS control group. Two-tailed unpaired t-test (n=6). Error bar: mean standard deviation. ns, not significant, *p < 0.05, ***p < 0.001, ****p < 0.0001. **(I)** H & E and Masson staining of wounds seven days after injury. Scale bar = 1mm. **(J)** Uptake of hucMSC-Exosome by skin wound *in vivo*. Scale bar, 500μm.

Neutrophils and macrophages play a vital role in the initial phase of wound healing, helping to clear the wound of bacteria and debris and laying the foundation for subsequent tissue repair. To determine the heterogeneity of neutrophils and macrophages in hucMSC-Exosome-induced wound repair, we collected periwound skin from mice on postoperative day (POD) 7 (the most significant time point for difference in healing rate) for scRNA-seq analysis (**Figure 1H**) (22).

We analyzed samples from two mice randomly chosen from six in the control group (cell count = 12969, 8804) and two mice randomly chosen from six in the hucMSC-Exosomes group (cell count = 10928, 9838) on POD 7. 

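The deposited single-cell counts cover 4 libraries, 1 per mouse, of which 2 are labelled Control and 2 hucMSC-Exo. They were made from periwound skin on day 7 after wounding, with 100 µg of hucMSC-Exosomes per injection in the hucMSC-Exosomes group and phosphate-buffered saline in the control group. Each value is a number of unique molecular identifiers (UMIs), which the authors obtained by droplet sequencing and alignment to the mouse genome mm10 with Cell Ranger. Group and replicate were taken from the titles of the deposited samples. The letters in the names of the deposited matrices pair the 4 libraries in another way, so every direction between the groups given here rests on the titles. The tissue field of the labels names parts of the gut while their cell type field and protocol name skin, and the tissue given here is the paper's. The libraries labelled Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2 held 1098, 2422, 1539 and 2119 cells with 6657095, 16950639, 8198377 and 10270615 UMIs. *PTPRC* was counted in 87.7%, 84.1%, 81.5% and 83.8% of these cells. Cells with 200 to 3000 detected genes and at most 10% mitochondrial UMIs were kept, which left 952, 2074, 1416 and 2001 cells. The kept cells had a median of 4262.5, 4392.5, 3747 and 3752 UMIs. They were clustered on 2000 variable genes and 30 principal components at a Leiden resolution of 1, and a cluster was given a cell type only from lists of marker genes fixed before the data were examined. Cells of one mouse are not independent replicates, so UMIs were summed per library and cell type, and these sums were compared between libraries. Levels are given as CPM, the UMIs of a gene per 1000000 UMIs of the same sum. Gene symbols are the mouse symbols of the files in the capitals of the text, and positions are those of the GENCODE annotation of GRCm38, the build also called mm10.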

ScRNA-seq data analysis was performed using Seurat version 4.0.6. During the quality control process, we eliminated cells expressing gene counts >3000 or <200, and cells with >10% mitochondrial genes. DoubletFinder V2.0.3 was used to remove doublets (12). Subsequently, UMAP coordinates were calculated for each cell, and cells with similar expression profiles were clustered together. 11 immune cell types were identified *via* well-established marker genes (**Figure 2A**). These are, in descending order of abundance, Neu: neutrophils (*LY6G*+, *CSF3R*+, *TREM1*+), M1:M1 macrophages (*CD80*+, *CD86*+), M2: M2 macrophages (*MRC1*+), G-T: γδ T cells (*IL17A*+, *CD3G*+), NKT: NKT cells (*CD3G*+, *KLRB1B*+), Cd4: Cd4+ T cells (*CD4*+, *CD3G*+), NK: NK cells (*NCR1*+), Ost: osteoclast-like macrophages (*CTSK*+, *CD68*+), Bas: basophils (*MCPT8*+, *NFIL3*+), pDC: plasmacytoid dendritic cells (*SIGLECH*+), Mast: mast cells (*CMA1*+, *TPSAB1*+) (**Figure 2B**). 

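Among the 6443 cells kept from the 4 libraries, the clusters named as neutrophil-like held 1039 cells and those named as dendritic epidermal T cell-like 1036. The next were 806 γδ T cell-like, 734 osteoclast-like macrophage-like, 684 CD4+ T cell-like, 377 macrophage-like, 369 M1 macrophage-like or dendritic cell-like and 359 monocyte-like cells. Clusters of 287 NKT cell-like, 208 group 2 innate lymphoid cell-like, 143 NK cell-like, 101 basophil-like, 48 fibroblast-like, 43 plasmacytoid dendritic cell-like and 39 mast cell-like cells were smaller. 1 cluster of 170 cells stayed unnamed, since its cells had a median of 933 UMIs and *KRT5*, *C1QB* and *COL1A1* were all among its leading genes. The libraries contributed unequally, and 543 of the neutrophil-like cells came from the library labelled hucMSC-Exo 2. The marker lists for M1 macrophages and dendritic cells shared *CD80*, *CD86* and the major histocompatibility complex class II genes, so the M1-like class can hold dendritic cells. The macrophage-like, osteoclast-like and monocyte-like clusters are called M2-like cells here.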

Abundance ratios were calculated, the hucMSC-Exosomes group had significantly higher M1 macrophages (215 (1.0%) vs 76 (0.4%), p < 0.00001, chi-square test), M2 macrophages (1231 (5.9%) vs 670 (3.1%), p < 0.00001, chi-square test), and neutrophils (930 (4.5%) vs 157 (0.7%), p < 0.00001, chi-square test) (**Figure 2C**).

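Neutrophil-like cells made up 5.88% of the kept cells of the library labelled Control 1 (56 cells, 95% confidence interval 4.47% to 7.57%) and 16.7% of Control 2 (347 cells, 15.1% to 18.4%). Their share was 6.57% in hucMSC-Exo 1 (93 cells, 5.33% to 7.99%) and 27.1% in hucMSC-Exo 2 (543 cells, 25.2% to 29.1%). These intervals are exact Clopper-Pearson intervals and cover counting error only. The mean share was 16.9% ± 14.5 (SD, n = 2) in the hucMSC-Exosomes group and 11.3% ± 7.67 (SD, n = 2) in the control group, and this difference of 5.55 percentage points was smaller than the SD of either group. An exact two-sided permutation test of the 4 library shares gave p = 0.667, and the smallest p that 2 libraries against 2 allow is 0.333. M1-like cells made up 3.99%, 7.81%, 5.08% and 4.85% of the cells of Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, with 38, 162, 72 and 97 cells. Their mean share was lower by 0.94 percentage points in the hucMSC-Exosomes group, and every split of the 4 libraries gave a difference at least as large (exact permutation test, p = 1). M2-like cells made up 20.9%, 26.9%, 21.5% and 20.4% of the cells, with 199, 557, 305 and 409 cells. The mean M2-like share was 23.9% ± 4.21 (SD, n = 2) in the control group and 21.0% ± 0.78 (SD, n = 2) in the hucMSC-Exosomes group (exact permutation test, p = 0.667). Of the 3 clusters within the M2-like cells, which were set apart here after their values were seen, the macrophage-like cluster made up 13.9%, 5.21%, 3.25% and 4.55%, lower in both hucMSC-Exosomes libraries than in both control libraries (exact permutation test, p = 0.333), and the osteoclast-like cluster, which the paper lists apart from M2 macrophages, 3.05%, 16.6%, 15.2% and 7.30%. With hucMSC-Exo 2 left out, the difference in neutrophil-like cells was -4.74 percentage points, and with hucMSC-Exo 1 left out it was 15.8. The denominator is the kept cells of a library, which differs from the denominator behind the percentages in the paper. From the numbers of cells pooled per group and a chi-square test, the paper states that the 3 cell types were more abundant in the hucMSC-Exosomes group.

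**Figure D1:**
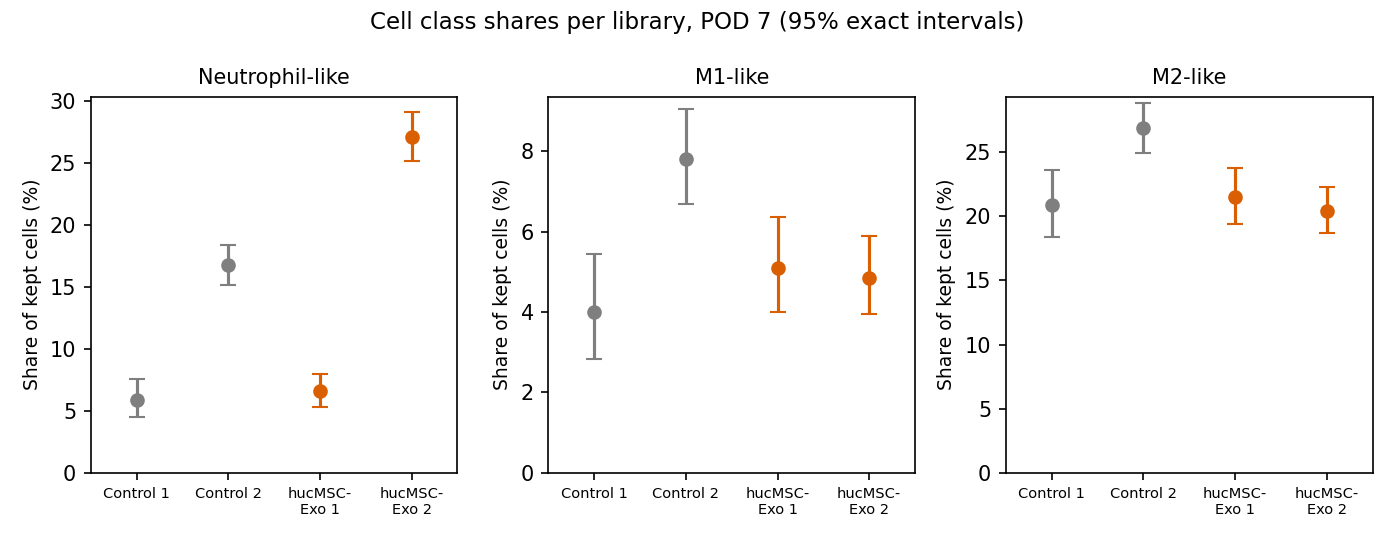
Share of neutrophil-like, M1-like and M2-like cells, in percent of the kept cells, in each of the 4 libraries (grey, Control; orange, hucMSC-Exo, by the sample titles). Points are libraries and bars are 95% exact binomial intervals, and in the neutrophil panel Control 1 and hucMSC-Exo 1 lie at 5.88% and 6.57% while Control 2 and hucMSC-Exo 2 lie at 16.7% and 27.1%.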

**Figure 2:**
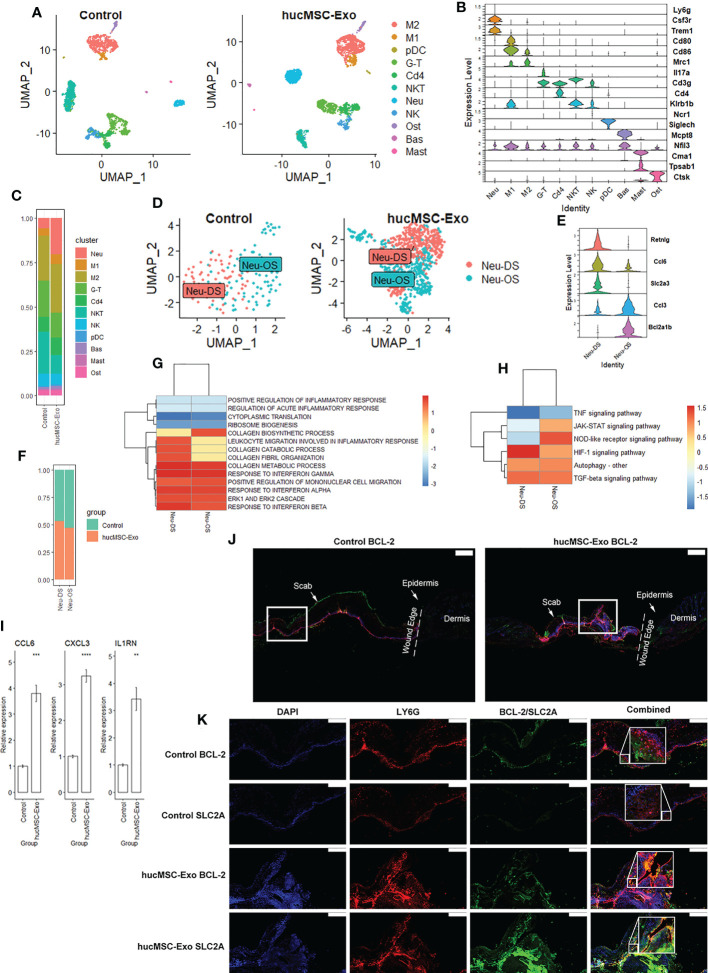
HucMSC-Exosomes induce functional changes in neutrophils. **(A)** 2D scatterplot based on UMAP reduction of immune cell coordinates. **(B)** Stacked violin plot of immune cell annotation markers. **(C)** Stacked bar plot of immune cell abundance ratio. **(D)** 2D scatterplot based on UMAP reduction of neutrophil coordinates. **(E)** Stacked violin plot of neutrophil subcluster annotation markers **(F)** Stacked bar plot of neutrophil subcluster abundance ratio. **(G)** GSEA Heatmap of neutrophil differentially expressed genes (DEGs) following hucMSC-Exosomes exposure **(H)** KEGG Heatmap of neutrophil DEGs following hucMSC-Exosomes exposure. **(I)** Quantitative RT-PCR analysis of the *Ccl6*, *Cxcl3*, and *Il1rn* mRNA expressions in peri-wound samples. Two-tailed unpaired t-test (n = 6). Error bar: mean standard error. GAPDH was used as the reference gene. **p < 0.01, ***p < 0.001, ****p < 0.0001. **(J)** Merged immunofluorescence staining with BCL-2 (green), LY6G antibody (red) and nuclear staining (DAPI). The scale bar is 500 µm. White square indicate the region of **(K)**. **(K)** Immunofluorescence staining with BCL-2 or SLC2A antibody (green) and LY6G antibody (red). Nuclear staining (DAPI) and merged images are also shown in the diagram. The scale bar is 200 µm.

Upon tissue injury, neutrophils are recruited to the site of the wound where they phagocytose and kill invading microorganisms. They also release various cytokines and enzymes that contribute to the inflammatory response and stimulate the proliferation of other immune cells. 

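The 1039 neutrophil-like cells were clustered again without 146 genes, among them the genes tested between the subtypes, all chemokine genes and 81 ribosomal protein genes. These genes can still vary with the genes that formed the subclusters in the same cells, so a p between the subtypes can be too small. Subclusters were named from marker lists fixed before the data were examined, with *CXCR2*, *MMP8*, *MMP9*, *LCN2*, *S100A8* and *S100A9* among those for migrated neutrophils and *BCL2A1A*, *BCL2A1D*, *ICAM1*, *CD274*, *NFKBIA*, *TNF* and *PTGS2* for proliferated neutrophils. Migrated neutrophils numbered 10, 110, 25 and 124 cells in the libraries labelled Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, and proliferated neutrophils 34, 110, 41 and 126. Interferon-induced genes such as *IFIT1* and *IFIT3* led 1 of the subclusters named as migrated neutrophils. Subclusters that met neither description held the other 21.4%, 36.6%, 29.0% and 54.0% of the neutrophil-like cells. The largest of these, with 192 cells of which 154 came from hucMSC-Exo 2, carried markers of migrated neutrophils but had *NFIL3*, a marker of basophils, among its leading genes and stayed unnamed.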

Neutrophils in our dataset can be further divided into 2 subclusters: Neu-DS: migrated neutrophils and Neu-OS: proliferated neutrophils (**Figure 2D**). 

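*RETNLG* lies on chromosome 16 from 48872621 to 48874496. In migrated neutrophils it was counted at 543, 884, 1280.0 and 1626 CPM in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, and in proliferated neutrophils at 752, 255, 664 and 820.1. The log2 fold change between the subtypes, with library as a block, was 1.04 (standard error 0.19), and *RETNLG* was higher in migrated neutrophils in 3 of 4 libraries. Its adjusted p = 5.66e-05 over the 106 left-out genes that were tested and 9.49e-05 over 1778 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 106 genes, 10 passed an adjusted p of 0.05, and 5 of them were higher in migrated neutrophils. Clustering at a Leiden resolution of 0.6 moved the value most, to a log2 fold change of 3.17 with an adjusted p = 8.05e-11 (edgeR). At a Leiden resolution of 1.6 the log2 fold change was 0.76 and the call was lost, with an adjusted p = 0.244 (edgeR). Across 10 alternatives the log2 fold change stayed between 0.72 and 3.17, and 6 of them kept it past the threshold. Without the library block the adjusted p = 0.658, and without Control 2 the adjusted p = 0.112 (edgeR). With DESeq2 the adjusted p = 0.0857.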

*RETNLG*, a gene suppressed in neutrophils in inflamed tissue (23), is the marker specific for the migrated neutrophils. 

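*SLC2A3*, on chromosome 6 from 122727809 to 122801640, was counted at 181, 483, 491 and 483 CPM in the migrated neutrophils of Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. The proliferated neutrophils of the same libraries held 142, 255, 241 and 289. It was higher in migrated neutrophils in 4 of 4 libraries, with a log2 fold change of 0.86 (standard error 0.20, edgeR adjusted p = 0.00259 over the left-out genes and 0.00378 over all genes tested). Of the 10 alternatives, 5 kept this call. It was lost without the library block (adjusted p = 0.398, edgeR), without Control 2 (0.112), without hucMSC-Exo 2 (0.0581), at a Leiden resolution of 1.6 (0.0840) and with DESeq2 (0.0857).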

Another marker for migrated neutrophils is *SLC2A3*, a gene associated with epithelial-mesenchymal transition (EMT) pathways (24). Conversely, *BCL2A1B*, an anti-apoptosis gene for neutrophils (25), can be a marker for proliferating neutrophils. 

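*BCL2A1B* lies on chromosome 9 from 89199209 to 89207827, beside the paralogs *BCL2A1A* and *BCL2A1D*, with which reads can be shared and which were themselves among the markers that named proliferated neutrophils. It was counted at 1418, 679, 748 and 741 CPM in proliferated neutrophils in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, and at 724, 302, 107 and 274 in migrated neutrophils. It was lower in migrated neutrophils in 4 of 4 libraries, where it fell by 1.38 on the log2 scale (standard error 0.19, edgeR adjusted p = 2.36e-07 over the left-out genes). This call was made under 9 of 10 alternatives and lost without the library block (adjusted p = 0.0979, edgeR).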

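*CCL6*, on chromosome 11 from 83587882 to 83593087, had a log2 fold change of 0.69 between migrated and proliferated neutrophils (standard error 0.18, edgeR adjusted p = 0.00493) and was higher in migrated neutrophils in 4 of 4 libraries. Its levels in migrated neutrophils were 498, 913, 448 and 851 CPM in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, against 369, 538, 241 and 579 in proliferated neutrophils. *CCL3*, on chromosome 11 from 83647844 to 83649355, was lower in migrated neutrophils in 4 of 4 libraries and fell by 0.81 on the log2 scale (standard error 0.15, edgeR adjusted p = 7.64e-05). It was counted at 837, 2429.7, 2582 and 2295 CPM in proliferated neutrophils and 407, 1665, 1323 and 1172 in migrated neutrophils of the same libraries. Among 10 alternatives, 9 kept the call for *CCL3*, which was lost without the library block (adjusted p = 0.993, edgeR). The call for *CCL6* was kept by 6 and lost without the library block (0.658), without Control 2 (0.204), without hucMSC-Exo 2 (0.0581) and with DESeq2 (0.0857).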

Migrated neutrophils had increased expression of *CCL6* while proliferating neutrophils produced more *CCL3* (**Figure 2E**). Subtype ratios were similar between groups (p=0.16, chi-square test) (**Figure 2F**). 

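Migrated neutrophils made up 17.9% of the neutrophil-like cells of Control 1 (exact 95% interval 8.91% to 30.4%) and 31.7% of Control 2 (26.8% to 36.9%). In hucMSC-Exo 1 they made up 26.9% (18.2% to 37.1%) and in hucMSC-Exo 2 22.8% (19.4% to 26.6%). The mean was 24.8% ± 9.79 (SD, n = 2) in the control group and 24.9% ± 2.86 (SD, n = 2) in the hucMSC-Exosomes group, a difference of 0.08 percentage points (exact permutation test, p = 1). The share of proliferated neutrophils was 60.7%, 31.7%, 44.1% and 23.2% in the same order, and its mean fell by 12.6 percentage points from the control to the hucMSC-Exosomes group (exact permutation test, p = 0.667). The difference in migrated neutrophils depended on the clustering and reached 18.9 percentage points at a Leiden resolution of 0.6, where the exact permutation p was 0.333, the smallest possible. It also depended on how subclusters were named, and was 10.7 percentage points under a less strict naming rule chosen after seeing the data.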

The top expressed genes for each neutrophil subtype were illustrated in (**Supplementary Figure 1A**).

We then investigated the functional differences between the two subtypes. 

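The 77 ribosomal protein genes tested between the subtypes had been left out of the clustering that defined them. Their median log2 fold change between migrated and proliferated neutrophils was -0.05, against -0.02 for all genes tested, and 46 of the 77 were lower in migrated neutrophils. Tested as a set, they gave a p of 0.417 with limma's fry, and the adjusted p = 0.417 over 5 subtype comparisons. Ribosomal protein genes took 7.05%, 4.08%, 6.54% and 5.12% of the UMIs of migrated neutrophils in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, and 8.25%, 4.12%, 6.65% and 5.20% of those of proliferated neutrophils. The median was -0.23 at a Leiden resolution of 0.6, the alternative that moved it most. The members of the gene sets used in the paper were not analysed here.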

GSEA showed that migrated neutrophil favors biological processes such as neutrophil migration, chemotaxis, and extravasation while proliferated neutrophils favor cytoplasmic translation and ribosomal biogenesis (**Supplementary Figure 1B**). KEGG analysis showed upregulation of JAK-STAT and HIF-1 signaling in migrated neutrophils and NOD and TNF signaling in proliferated neutrophils (**Supplementary Figure 1C**).

When under the influence of hucMSC-Exosomes, migrated neutrophils reduced ribosomal gene expressions (*RPS27A*, *RPS19*), upregulated chemokines expression (*CXCL3*, *CCL4*), and *CD33* expression (**Supplementary Figure 1D**). 

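The UMIs of migrated neutrophils were summed within each library, which gave 22092, 242079, 46874 and 277373 UMIs in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. Of 1718 genes that passed edgeR's filter on low counts, 0 had an adjusted p under 0.05 between the hucMSC-Exosomes and control groups as titled, and 11 had an unadjusted p under 0.05. None of the 5 genes tested here by name passed when adjusted over the list alone, and since the study chose this list on these samples the list is no independent evidence. *RPS27A*, on chromosome 11 from 29545846 to 29548109, was at 1132, 991, 1259 and 1305 CPM, with a log2 fold change of 0.45 (standard error 0.42, edgeR adjusted p = 0.9999). *RPS19*, on chromosome 7 from 24884371 to 24889806, was at 860.0, 355, 597 and 498 CPM, with a log2 fold change of 0.18 (standard error 0.50) that went from -0.205 to 0.394 over the alternatives, so its direction was not settled. *CXCL3*, on chromosome 5 from 90786103 to 90789600, held 0, 459, 91 and 411 UMIs. The count of 0 in Control 1 came from 10 cells and allows up to 136 CPM, and the other libraries held 1896, 1941 and 1482. The log2 fold change of *CXCL3*, 0.73 (standard error 1.13), depends on the count that edgeR adds to a library at 0. *CCL4*, on chromosome 11 from 83662584 to 83664683, was at 634, 2173, 256 and 959 CPM and fell by 1.15 on the log2 scale (standard error 0.77), but rose by 0.49 with Control 2 left out. *CD33*, on chromosome 7 from 43524216 to 43544428, was at 362, 339, 171 and 310.1 CPM and fell by 0.33 (standard error 0.46). Without the filter on low counts, 1 gene passed, *GM26917*, which fell by 5.75 on the log2 scale and is named only because it was called. Over 76 ribosomal protein genes the median log2 fold change was 0.36, against 0.03 over all genes, and 8 of the 76 were lower in the hucMSC-Exosomes group. Without doublets the median was 0.065 over 77 genes, with a p of 0.879 from limma's fry. With them, the set gave a p of 0.444 with limma's fry, and the adjusted p = 0.836 over 7 cell populations. Camera with its preset correlation between genes called the set higher (a p of 8.63e-07). That call, like the other calls that camera made between the groups, held neither under fry nor with an estimated correlation (a p of 0.438).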

*CD33* constitutively inhibits the production of pro-inflammatory cytokines such as TNF-α, IL-1β, and IL-8 (26). Biological processes such as migration as well as responses to interferon alpha, beta, and gamma were elevated with decreased inflammation response after hucMSC-Exosome treatments (**Figure 2G**). NOD, TGF-β, and HIF-1 signaling were stimulated while JAK-STAT and TNF signaling were suppressed (**Figure 2H**). Similarly, proliferated neutrophils also decreased expression of ribosomal genes (*RPL24*, *RPL32*) after hucMSC-Exosomes exposure, increased chemokines expression (*CCL6*, *CXCL3*) and *IL1RN* expression (**Supplementary Figure 1C**). 

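Proliferated neutrophils held 70509, 254760, 82892 and 290209 UMIs in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. Between the groups as titled, 0 of 1973 genes had an adjusted p under 0.05 and 28 had an unadjusted p under 0.05 (edgeR). The same was true of the 5 genes of the list when adjusted over the list alone, with 0 passing, although the list was chosen on these samples. *RPL24* (chromosome 16 from 55966275 to 55971435) had a log2 fold change of 0.03 (standard error 0.53) and *RPL32* (chromosome 6 from 115805505 to 115808747) of 0.25 (standard error 0.52). Their levels were 1163, 416, 917 and 482 CPM for *RPL24* and 1248, 428, 1062 and 662 for *RPL32*. Across 11 alternatives the value of *RPL24* went from -0.20 to 0.26 and that of *RPL32* from -0.18 to 0.49, so neither direction was settled. *CCL6* was at 369, 538, 241 and 579 CPM and fell by 0.08 on the log2 scale (standard error 0.49). *CXCL3* was at 213, 2461, 2075 and 1561, with a log2 fold change of 0.43 (standard error 0.72) that became 3.42 with Control 2 left out. Across 11 alternatives that kept all libraries it went from -0.17 to 1.28, so its direction was not settled either. *IL1RN* (chromosome 2 from 24336853 to 24351494) was at 482, 1146, 977 and 1072, with a log2 fold change of 0.36 (standard error 0.50) that became 1.40 with Control 2 left out. Across 11 alternatives that kept all libraries it went from 0.012 to 0.555. For *CXCL3* and *IL1RN*, Control 2 lay above both hucMSC-Exosomes libraries, so a rise rested on the low values of Control 1. The adjusted p = 0.9998 for each of these 5 genes (edgeR). Without the filter on low counts 3 genes passed, *DCT*, *PMEL* and *PTGDS*, named here only because they were called.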

*CXCL3* and *IL1RN* are critical for angiogenesis as well as collagen deposition (27, 28). 

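In proliferated neutrophils the 77 ribosomal protein genes tested had a median log2 fold change of 0.12 between the hucMSC-Exosomes and control groups as titled, against 0 for all genes, and 22 of the 77 were lower in the hucMSC-Exosomes group. As a set they gave a p of 0.785 with limma's fry (the adjusted p = 0.836 over 7 populations). Their share of UMIs was 8.25% in Control 1 and 4.12% in Control 2, on either side of the 6.65% in hucMSC-Exo 1 and 5.20% in hucMSC-Exo 2. The sign of the median was not stable, at -0.09 without doublets, -0.06 at a Leiden resolution of 0.6, -0.16 with Control 2 left out and 0.60 with Control 1 left out. For neutrophil-like cells of both subtypes and the unnamed subclusters together, the median over 78 ribosomal protein genes was 0.08, with a p of 0.803 from fry.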

Collagen metabolic process and ERK cascades were increased with decreased cytoplasmic translation and ribosomal biogenesis (**Figure 2G**). HIF-1 and autophagy were upregulated while IL17 and TNF signaling were downregulated. Elevated expression of *CCL6*, *CXCL3*, and *IL1RN* was then confirmed *via* qRT-PCR on the sample (**Figure 2I**).

In order to assess neutrophil distribution within the wound site, we employed immunological co-staining techniques. The treatment with hucMSC-Exosomes was accompanied by a marked increase in neutrophil density, as evidenced by the presence of *LY6G* on POD 7 (**Figures 2J, K**). In addition, we observed that *BCL2* and *SLC2A*, although both overlapping with *LY6G*, were localized to distinct regions within the wound site and exhibited minimal overlap. This suggests that these two markers are indicative of different subtypes of neutrophils. Specifically, *BCL2* was found to be concentrated at the upper edge of the wound and displayed a dispersed distribution pattern, while *SLC2A* was localized to the middle layer and displayed a more focused distribution pattern. These findings suggest that the neutrophils exhibiting these markers have distinct migratory behaviors within the wound site.

The temporal dynamics of gene expression during the process of wound healing can be analyzed through the application of RNA velocity and pseudotime analysis, offering insights into the molecular mechanisms underlying tissue repair. To date, there has been a lack of research examining the role of neutrophil activity in skin wound healing utilizing these techniques. We have employed a novel approach that combines trajectory analysis, RNA velocity analysis, and feature analysis within a single set of UMAP coordinates, leveraging recent advancements in single-cell analysis for improved synergy between the analyses. This approach has been endorsed by both the updated Monocle R package and the widely utilized Slingshot R package, both of which are commonly employed in the single-cell analysis (14, 29).

The RNA velocity graph indicated the presence of two distinct flow patterns roughly equal in size, one highly organized flow stream starts from a differentiation point identified *via* the latent time graph. The organized nature of the cells in the stream signifies the presence of a complete differentiation path, therefore cells in the organized flow stream likely proliferated in the local wound. These are proliferated neutrophils. There is one disorganized flow stream with no clear start and end point. Likewise, disorganizations in the RNA velocity graph mean that most of the cells along the differentiation path were not captured in the sample, hence cells in the disorganized flow stream migrated to the wound site from various other locations (**Figure 3A**). These are migrated neutrophils.

**Figure 3:**
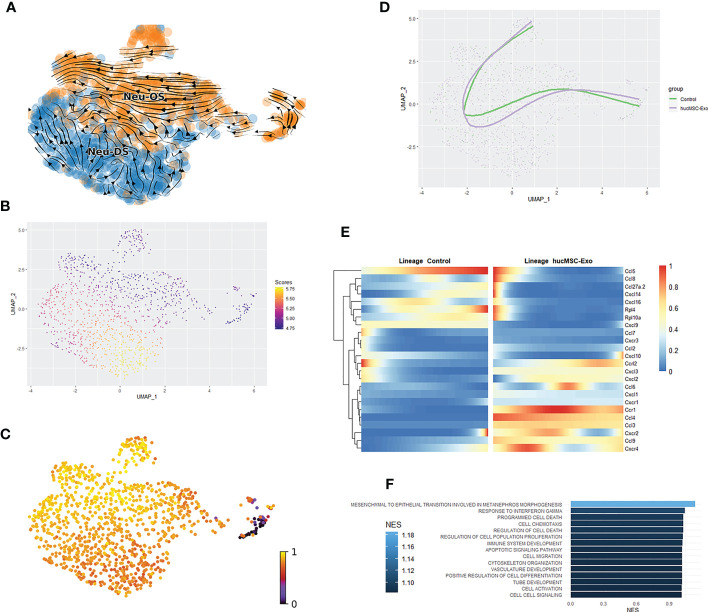
Pseudotime and RNA velocity profiles of neutrophils. **(A)** Scatterplot of neutrophils RNA velocity graph. **(B)** Scatterplot for imbalance score for neutrophils. Bright yellow regions indicate that nearby cells share the same condition. Deep blue regions mean that nearby cells are from a mix of the hucMSC-Exosomes group and the control group. **(C)** Latent time graph based on UMAP reduction of neutrophils; cells are colored based on latent time. **(D)** Scatter and trajectory plot based on UMAP reduction of neutrophils. **(E)** Heatmap of gene’s differential expression between conditions along the trajectory. **(F)** Barplot of the hucMSC-Exosomes groups vs the control group relevant GSEA elevated from differentially expressed genes between conditions along the trajectory.

A subsequent analysis of the imbalance score revealed a discrepancy in the disorganized region of the flow plot (**Figure 3B**). However, the Topology test was unable to confirm the existence of alternate trajectories for the hucMSC-Exosomes group (p = 0.43). The cell trajectories were calculated using the origin point identified through the latent time graph. The lineage of the proliferating neutrophils was successfully identified. The hucMSC-Exosomes treatment produced trajectories that were similar to those of the control group (**Figures 3C, D**).

During the process of differentiation, cellular expression of several markers integral to neutrophil function exhibited significant increases (**Figure 3E**). In the group treated with hucMSC-Exosomes, numerous chemokines displayed heightened expression at the onset of lineage development, including *CXCL16*, *CXCL9*, *CCL27A*, and *CXCL10*. However, expressions of these chemokines rapidly decreased along the differentiation trajectories to levels comparable to those observed in the control group. 

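The cells were not ordered along a neutrophil trajectory here, and the values are totals over all proliferated neutrophils of a library. *CXCL16* held 0, 4, 3 and 2 UMIs in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, *CXCL9* 0, 0, 0 and 2, *CCL27A* 7, 6, 4 and 8 and *CXCL10* 2, 3, 2 and 5. All 4 genes were under the filter on low counts in this population. At this depth a count of 0 still allows up to 42.5 CPM in Control 1 and 11.8 in Control 2, so a difference between the groups was not detectable. The genes lie on chromosome 11 from 70453983 to 70459984, chromosome 5 from 92321347 to 92328079, chromosome 4 from 41769467 to 41774247 and chromosome 5 from 92346638 to 92348889.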

*CCL5* expression was observed in the early stages of the trajectory in the hucMSC-Exosomes group, and in the later stages in the control group. This suggests dynamic shifts in neutrophil priorities, as *CCL5* plays a crucial role in the recruitment of endothelial cell progenitors (30). 

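*CCL5*, on chromosome 11 from 83525778 to 83530518, was counted with 2, 0, 0 and 8 UMIs in the proliferated neutrophils of Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, which held 34, 110, 41 and 126 cells. These counts are too few to place early or late, and no order of the cells was computed for neutrophils here.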

*CXCL9*, *CXCL10*, and *CXCL16* have been shown to elicit type I immune responses and facilitate re-epithelialization, while *CCL27A* is critical for reducing inflammation (31, 32). GSEA for differential expression along the trajectory showed upregulation of wound healing-related aspects like cell migration, vasculature development, and positive regulation of cell differentiation (**Figure 3F**).

### 3.2 HucMSC-exosomes induce functional changes in macrophages

Macrophages are crucial for effective wound healing as they serve to clear debris, stimulate angiogenesis, and induce inflammation. The diverse subtypes of macrophages play a complex and dynamic role in the wound healing process, coordinating the inflammatory response and promoting tissue repair and remodeling. 

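M1-like and M2-like cells, 237, 719, 377 and 506 in the libraries labelled Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, were clustered again together, without the 146 genes left out for neutrophils. The subclusters were named from marker lists fixed before the data were examined. *FN1*, *THBS1*, *SPP1*, *SLPI*, *HMOX1*, *CTSL* and *PRDX1* named M2a macrophages, the complement genes *C1QA*, *C1QB* and *C1QC* with *MRC1*, *MAF*, *STAB1* and *PF4* named M2c macrophages, and *CCR2*, *CHIL3*, *MS4A4C*, *IFITM6* and *HP* named steady-state macrophages. *IL10* was left out of both the clustering and the naming so that it could be tested. A p between these subtypes has the same limit as between the neutrophil subtypes. Steady-state macrophages numbered 78, 121, 90 and 189 cells, M2c macrophages 129, 172, 108 and 119, and M1 macrophages 20, 144, 49 and 80. Interferon-induced genes such as *RSAD2* and *IFIT3* led 1 subcluster of steady-state macrophages, and *CXCL9* and *GBP4* led 1 subcluster of M2c macrophages, of whose 71 cells 63 came from Control 1. The unnamed subclusters held 3.38%, 19.7%, 14.3% and 11.7% of the cells.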

M2 Macrophages can be further subclustered into SS: steady-state macrophages, M2a: M2a macrophages, and M2c: M2c macrophages (**Figure 4A**). The M2a cluster was annotated based on its functional expression of *FN1*. While M2c was annotated based on the expression of *IL10* (**Figure 4B**). 

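M2a macrophages numbered 2 cells in the library labelled Control 1, 140 in Control 2, 76 in hucMSC-Exo 1 and 59 in hucMSC-Exo 2. As a share of all kept cells this was 0.21% (exact 95% interval 0.0255% to 0.757%), 6.75% (5.71% to 7.92%), 5.37% (4.25% to 6.67%) and 2.95% (2.25% to 3.79%). The mean was 3.48% ± 4.62 (SD, n = 2) in the control group and 4.16% ± 1.71 (SD, n = 2) in the hucMSC-Exosomes group, a difference of 0.68 percentage points that lay inside the spread of the control libraries (exact two-sided permutation test, p = 1). As a share of the macrophages that were clustered again, M2a macrophages made up 0.84%, 19.5%, 20.2% and 11.7%, with a difference of 5.75 percentage points between the group means (exact permutation test, p = 0.667). Control 1 decided the direction. With it left out the difference in the share of all kept cells was -2.59 percentage points, and with Control 2 left out it was 3.95. The paper's percentages use another denominator.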

The hucMSC-Exosomes group had a higher ratio of M2a (745 (3.6%) vs 282 (1.3%), p < 0.00001, chi-square test) (**Figure 4C**). The top expressed genes for each macrophage subtype were illustrated in **Figure 4D**. Interestingly the IL10-rich cluster also coincides with focused expressions of *CCL2*, *CCL3*, *CCL4*, and *CCL5* (**Supplementary Figure 3**).

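*IL10* lies on chromosome 1 from 131019845 to 131024974 and was counted in M2c macrophages at 66.8, 78.4, 107 and 64 CPM in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, from 72, 111, 85 and 51 UMIs. M1 macrophages held 0 UMIs of it in each library, which allows up to 16.1, 2.05, 7.51 and 4.04 CPM. The log2 fold change of M2c macrophages against the mean of the other subtypes, with library as a block, was 4.65 (standard error 0.60, edgeR adjusted p = 7.46e-06 over 122 left-out genes). Its size depends on the count that edgeR adds where a sum is 0. *IL10* was highest in M2c macrophages in 4 of 4 libraries, although steady-state macrophages also held 44.0 and 53.8 CPM in Control 1 and hucMSC-Exo 2. Relative to the other subtypes, *CCL2* had a log2 fold change of 3.25 (standard error 0.24), *CCL3* of 3.36 (0.23) and *CCL4* of 3.48 (0.47), each higher in 4 of 4 libraries, with edgeR adjusted p = 5.91e-10, 1.66e-10 and 5.03e-06. These 3 genes and *IL10* were called under all 10 alternatives. *CCL5* had a log2 fold change of 1.36 (standard error 0.63) and was higher in 2 of 4 libraries, with 909, 67.1, 121 and 600.1 CPM in M2c macrophages. Its adjusted p = 0.0568 did not pass the threshold (edgeR), and over the alternatives the value ranged from 0.0125 to 0.250 with 5 of 10 past it. Of the 122 genes 91 were called for M2c macrophages, 17 of them higher.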

**Figure 4:**
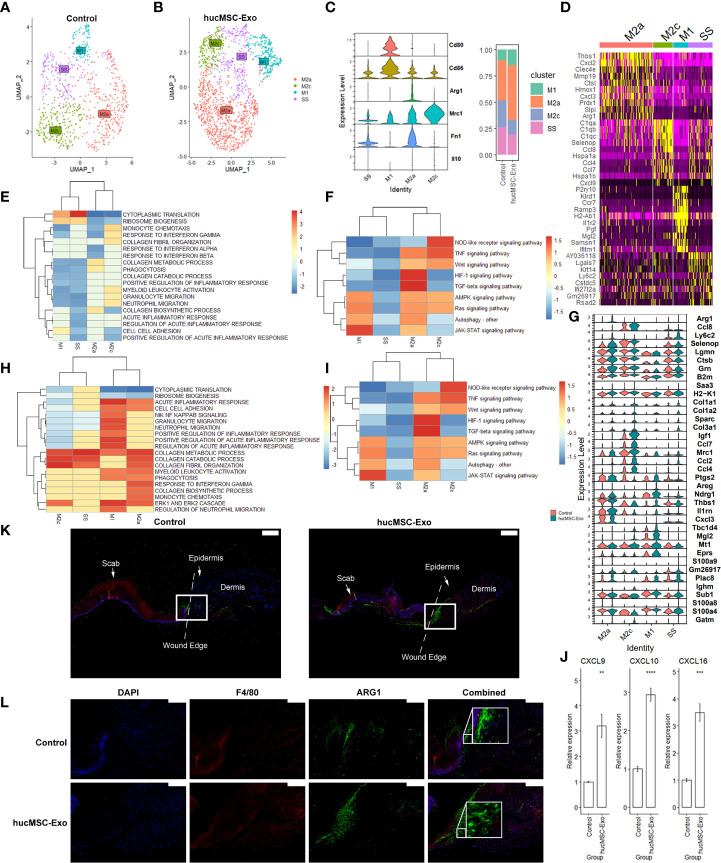
HucMSC-Exosomes induce functional changes in macrophages. **(A)** 2D scatterplot based on UMAP reduction of macrophage coordinates. **(B)** Stacked violin plot of macrophage subcluster annotation markers. **(C)** Stacked bar plot of macrophage subcluster abundance ratio. **(D)** Heatmap of top expressed marker of macrophage subclusters. **(E)** GSEA Heatmap of genes expressed by macrophages. **(F)** KEGG Heatmap of genes expressed by macrophages. **(G)** Stacked violin plot of top differentially expressed genes (DEGs) of macrophages following hucMSC-Exosomes exposure. **(H)** GSEA Heatmap of macrophage DEGs following hucMSC-Exosomes exposure. **(I)** KEGG Heatmap of macrophage DEGs following hucMSC-Exosomes exposure. **(J)** Quantitative RT-PCR analysis of the *Cxcl9*, *Cxcl10*, and *Cxcl16* mRNA expressions in peri-wound samples. Two-tailed unpaired t-test (n = 6). Error bar: mean standard error. GAPDH was used as the reference gene. **p < 0.01, ***p < 0.001, ****p < 0.0001. **(K)** Merged immunofluorescence staining with ARG1 antibody (green), F4/80 antibody (red) and nuclear staining (DAPI). The scale bar is 500 µm. White square indicate the region of **(L)**. **(L)** Immunofluorescence staining with ARG1 antibody (green) and F4/80 antibody (red). Nuclear staining (DAPI) and merged images are also shown in the diagram. The scale bar is 200 µm.

We subsequently examined the functional changes brought by hucMSC-Exosomes exposure. 

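Ribosomal protein genes, which were left out of the clustering, took 24.9%, 21.5%, 22.9% and 21.1% of the UMIs of M1 macrophages in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. Their share was 16.8%, 15.7%, 19.0% and 17.3% in steady-state macrophages and 14.7%, 15.2%, 16.7% and 14.3% in M2c macrophages. In each library the share was highest in M1 macrophages. Against the other subtypes the median log2 fold change over 79 ribosomal protein genes was 0.72 in M1 macrophages, where 0 of the 79 were lower, and the median over all genes was -0.02. As a set they gave a p of 4.92e-07 with limma's fry, and the adjusted p = 2.46e-06 over 5 subtype comparisons. The call of camera (a p of 2.03e-33) held under fry and with an estimated correlation between genes (a p of 0.0463). The M1-like class can hold dendritic cells, and a share of the difference that they bring was not separated.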

Compared to the rest of the macrophages, M1 polarized macrophages showed increased ribosomal biogenesis, cell-cell adhesion, and decreased migration and activation (**Figure 4E**). JAK-STAT and AMPK signaling were higher with lower TNF and HIF-1 signaling (**Figure 4F**). Following exposure to hucMSC-Exosomes, M1 macrophages had increased *VEGFA*, *IL1RN*, and *CXCL3* expression (**Figure 4G**, **Supplementary Figure 1E**), upregulated collagen metabolic process, migration, and ERK cascade (**Figure 4H**) as well as HIF-1, TNF signaling and autophagy (**Figure 4I**). 

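M1 macrophages held 186241, 1462002, 399413 and 741976 UMIs in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. Of 4752 genes tested between the groups as titled, 0 had an adjusted p under 0.05 and 53 an unadjusted p under 0.05 (edgeR), and 0 of the 3 genes named here passed when adjusted over the list alone, a list the study chose on these samples. *VEGFA* (chromosome 17 from 46016993 to 46032369) was at 118, 359.8, 280.4 and 425 CPM. Its log2 fold change was 0.48 (standard error 0.44, edgeR adjusted p = 0.9998), and 1.68 with Control 2 left out. *IL1RN* was at 26.9, 269, 123 and 286 CPM, with a log2 fold change of 0.28 (standard error 0.68) that became 3.04 with Control 2 left out. *CXCL3* held 0 UMIs in the 20 cells of Control 1, which allows up to 16.1 CPM, and was at 414, 493 and 325 in Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. Its log2 fold change of 0.80 (standard error 0.91) depends on the count added to that 0. For all 3 genes the direction rested on the low values of Control 1, since Control 2 lay between the 2 hucMSC-Exosomes libraries. The 79 ribosomal protein genes had a median log2 fold change of -0.05 between the groups, with a p of 0.721 from fry. Without the filter on low counts 1 gene passed, *CXCL2*, with a log2 fold change of 1.66, named after its value was seen.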

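In steady-state macrophages the median log2 fold change of the 79 ribosomal protein genes against the other subtypes was 0.07, and 22 of the 79 were lower. The set gave a p of 0.307 with limma's fry (the adjusted p = 0.384 over 5 subtype comparisons) and a p of 0.590 with camera. At a Leiden resolution of 1.6 the median was -0.07. In each of the 4 libraries the share of UMIs from ribosomal protein genes in steady-state macrophages lay below that in M1 macrophages and above that in M2c macrophages.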

Steady-state macrophages had higher cytoplasmic translation and ribosomal biogenesis with lower phagocytosis and inflammatory response (**Figure 4E**). Autophagy, HIF-1, TNF, and IL17 signaling were lower in steady-state macrophages (**Figure 4F**). Exposure to hucMSC-Exosomes lowered chemokine production (*CXCL2*, *CXCL9*) (**Figure 4G**, **Supplementary Figure 1E**), migration, inflammatory response (**Figure 4H**), TNF, HIF-1 and TGF-β signaling (**Figure 4I**). 

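Steady-state macrophages held 522665, 881099, 525644 and 1171138 UMIs in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, and 5604 genes were tested between the groups as titled. At an adjusted p of 0.05, 0 genes passed, and 165 had an unadjusted p under 0.05 (edgeR). *CXCL2* (chromosome 5 from 90903871 to 90905938) was at 2910.1, 6158, 13658 and 7674 CPM and rose, with a log2 fold change of 1.38 (standard error 0.41, edgeR adjusted p = 0.9986). Both hucMSC-Exosomes libraries lay above both control libraries. *CXCL9* (chromosome 5 from 92321347 to 92328079) held 277, 34, 3 and 18 UMIs, or 530.0, 38.6, 5.71 and 15.4 CPM. It fell by 4.48 on the log2 scale (standard error 1.16, edgeR adjusted p = 0.9986), and by 1.58 with Control 1 left out. When adjusted over the list alone, 2 of these 2 genes passed 0.05, but the study chose the list on these samples and it is no independent evidence. Over the alternatives that kept all 4 libraries, the log2 fold change of *CXCL2* went from 0.22 to 1.40 with an adjusted p from 1.27e-08 to 1. That of *CXCL9* went from -6.49 to -3.08 with an adjusted p from 6.67e-20 to 1. The fall of 1.58 in *CXCL9* without Control 1 lay outside this range. For both genes the only alternative that called them was the one without a filter on low counts, in which 61 genes passed, 21 higher and 40 lower. The ribosomal protein genes had a median log2 fold change of 0.27 over 79 genes, 2 of them lower, with a p of 0.231 from limma's fry (the adjusted p = 0.836 over 7 populations).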

M2a macrophage subtype appears to focus on collagen metabolic process, migration, phagocytosis, autophagy, and HIF-1 signaling with lesser ribosomal biogenesis, interferon response, and IL17 signaling (**Figures 4E, F**). 

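M2a macrophages held 13556 UMIs in Control 1, from 2 cells, and 913282, 486884 and 362676 in Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. Control 1 was left out of the comparisons of M2a macrophages with other subtypes. Ribosomal protein genes took 12.6%, 14.8% and 13.4% of the UMIs of M2a macrophages in the other 3 libraries, in each of them less than in the other named subtypes. The median log2 fold change of these genes against the other subtypes was -0.47, with 78 of 79 lower, and limma's fry gave a p of 5.84e-05 (the adjusted p = 1.46e-04 over 5 subtype comparisons). With a correlation between genes estimated from the data, camera gave a p of 0.0618. The 79 genes were also lower as a set in M2c macrophages, at a median of -0.32 and a p of 2.78e-04 from fry, and camera with an estimated correlation gave a p of 0.1815. At Leiden resolutions of 0.6 and 1.6 the median in M2a macrophages was -0.25 and -0.198, and under the first version of the naming rule it was -0.314. In these 3 alternatives the median in M2c macrophages was lower, at -0.532, -0.369 and -0.425. Which of the 2 subtypes was lowest therefore depended on the clustering and the naming. The sets for collagen metabolism, migration, phagocytosis and the signaling pathways were not analysed here.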

HucMSC-Exosomes triggered upregulation of *ARG1*, *LY6C2*, *CCL8* (**Figure 4G**), ECM remodeling, angiogenesis, migration, phagocytosis (**Figure 4H**), HIF-1, Ras, and IL17 signaling (**Figure 4I**). 

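*ARG1*, on chromosome 10 from 24915221 to 24927484, was at 664, 537, 249 and 756 CPM in the M2a macrophages of Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. *LY6C2*, on chromosome 15 from 75108158 to 75111970, was at 885, 319.7, 59.6 and 571. *CCL8*, on chromosome 11 from 82115185 to 82116799, held 0, 18, 0 and 3 UMIs. The value of Control 1 comes from 2 cells, where a count of 0 allows up to 221 CPM. With 1 control library of at least 10 cells left, there was no test between the groups, and no p or call is given. Against Control 2 alone the log2 fold change was -0.08 for *ARG1* and -0.04 for *LY6C2*, with the 2 hucMSC-Exosomes libraries on either side of Control 2 for both genes. Clustering on 20 principal components, or keeping all deposited cells, gave Control 1 enough M2a macrophages for a test. In these alternatives the log2 fold change of *ARG1* was 0.67 and 0.69, that of *LY6C2* 0.11 and 0.22 and that of *CCL8* 0.18 and -1.64, with 0 genes at an adjusted p under 0.05 and 146 and 128 at an unadjusted p under 0.05 (edgeR).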

M2c macrophages favor chemotaxis, TNF, GPCR, IL17, and Wnt signaling pathways with less NF-κB, collagen biosynthesis, and HIF-1 signaling (**Figures 4E, F**). 

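M2c macrophages held 1078114, 1415593, 792727 and 796533 UMIs in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, and 6766 genes were tested between the groups as titled. None passed an adjusted p of 0.05, and 108 had an unadjusted p under 0.05 (edgeR). *CCL2* (chromosome 11 from 82035571 to 82037453) was at 304, 543, 359.5 and 849 CPM, with a log2 fold change of 0.49 (standard error 0.44, edgeR adjusted p = 0.9998). *CCL4* was at 503, 750.2, 402 and 881, with a log2 fold change of 0.02 (standard error 0.39, edgeR adjusted p = 0.9998). For both genes 1 hucMSC-Exosomes library lay above the control libraries and the other lay below Control 2. When adjusted over the list alone, 0 of these 2 genes passed. DESeq2 called 1 gene, *IFITM1*, with a log2 fold change of 3.16 (adjusted p = 1.92e-06), named after its value was seen.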

HucMSC-Exosomes simulated elevation of *CCL2*, *CCL4*, collagen catabolic process, and ECM receptor interaction (**Figures 4G–I**). Elevations of *CXCL9*, *CXCL10*, and *CXCL16* expression were verified with qRT-PCR (**Figure 4J**).

Immunological co-staining was utilized to evaluate the occurrence of periwound macrophages. Both the control group and the hucMSC-Exosomes group exhibited a dispersed pattern of macrophages (**Figures 4K, L**). The presence of macrophages was notable in both groups, but with significantly higher density in the hucMSC-Exosomes group as demonstrated by F4/80 staining. ARG1 staining, which visualizes M2 macrophages, revealed a dispersed pattern in the control group and a more focused, localized pattern in the hucMSC-Exosomes group at the base of the wound. These findings suggest that exposure to hucMSC-Exosomes may alter the migratory and functional profile of M2 macrophages.

Utilizing RNA velocity in conjunction with pseudotime analysis, we sought to investigate the functional changes in macrophages. By generating the unsupervised latent time graph from RNA velocity, we identified the center region of the UMAP scatterplot as the point of origin for macrophage differentiation (**Figure 5A**). Furthermore, we did not observe any distinctive expression of M1 or M2 markers in the origin point cluster. By combining latent time analysis with RNA velocity analysis of macrophages, we were able to identify three distinct endpoints of differentiation at the end of the M1, M2a, and M2c clusters (**Figure 5B**). The flow streams were highly organized and demonstrated a directional stream towards the regions of M1, M2a, and M2c. However, the M2c endpoint was absent from the control group flow stream plot, suggesting a shift in the priorities of differentiation (**Figures 5C, D**). We used the origin point from the latent time graph as input for subsequent pseudotime analysis, which generated three corresponding trajectories: the M1 Lineage, M2a Lineage, and M2c Lineage (**Figure 5E**). We then calculated the imbalance score between the control and hucMSC-Exosomes treatments to determine if hucMSC-Exosomes exposure affected the cellular trajectory (**Figure 5F**). A significant imbalance is visually apparent in the region bordering the M2a cluster and M2c cluster. The existence of an alternate trajectory for the hucMSC-Exosomes treatment was then verified using the Topology test (p <0.00001).

**Figure 5:**
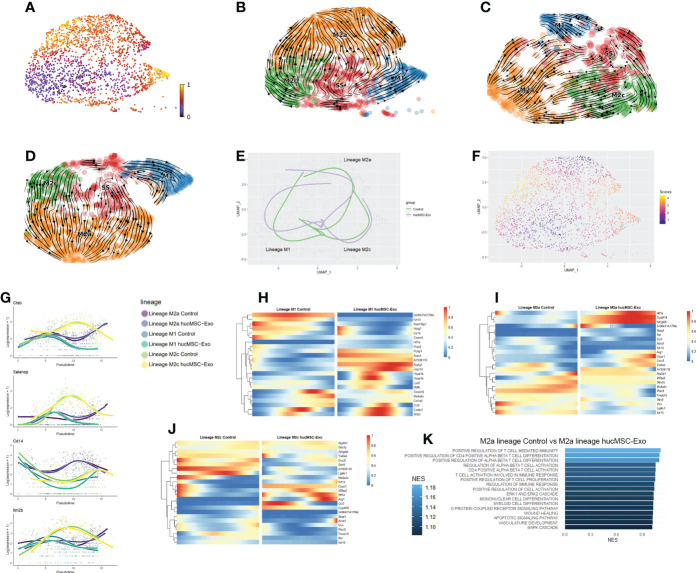
Pseudotime and RNA velocity profiles of macrophages **(A)** Latent time graph based on UMAP reduction of M1 and M2 macrophages; cells are colored based on latent time. **(B)** Scatterplot of macrophages RNA velocity graph. **(C)** Scatterplot of macrophages RNA velocity graph for the control group. **(D)** Scatterplot of macrophages RNA velocity graph for the hucMSC-Exosomes group. **(E)** Scatter and trajectory plot based on UMAP reduction of macrophages. **(F)** Scatterplot for imbalance score for macrophages. Bright yellow regions indicate that nearby cells share the same condition. Deep blue regions mean that nearby cells are from a mix of the hucMSC-Exosomes group and the control group. **(G)** Smoother plot of gene expression along trajectories for macrophages. **(H)** Heatmap of gene’s differential expression between conditions along the M1 trajectory. **(I)** Heatmap of gene’s differential expression between conditions along the M2a trajectory. **(J)** Heatmap of gene’s differential expression between conditions along the M2c trajectory. **(K)** Barplot of the hucMSC-Exosomes groups vs the control group GSEA biological pathways that are significantly (P value <0.05) elevated from differentially expressed genesalong the M2a trajectory.

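*PLAC8*, on chromosome 5 from 100553725 to 100572245, was left out of the clustering and naming of the macrophage subtypes, although it was 1 of the 8 markers that named the monocyte-like cluster. Against the other subtypes its log2 fold change in steady-state macrophages was 3.15 (standard error 0.24, edgeR adjusted p = 7.11e-09 over 122 left-out genes), higher in 4 of 4 libraries and called under all 10 alternatives. At least 1 UMI was found in 76.9%, 78.5%, 75.6% and 86.8% of the steady-state macrophages of Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. In dendritic epidermal T cell-like cells, where UMIs of *PLAC8* can stem from free RNA, the share was 0.6%, 1.4%, 0.7% and 1.8%. With every cell thinned to 1000 UMIs, since the median depth was 6607, 7865, 6110.5 and 6767 UMIs in the first type and 3734.5, 3743, 3088.5 and 3284 in the second, the shares were 58.4%, 66.4%, 56.8% and 79.3% against 0.3%, 0%, 0% and 0.4%. Between 0 and 3 cells per library and type had fewer UMIs and were left out. Where a macrophage lay in the wound was not measured in these libraries.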

The elevated expression of *PLAC8* signifies that the steady-state macrophages were positioned in the lower wound area (**Supplementary Figures 1F, G**). 

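*PLAC8* was counted in 48.6% of the M2a macrophages of Control 2, 26.3% of hucMSC-Exo 1 and 55.9% of hucMSC-Exo 2, and in 1 of the 2 M2a macrophages of Control 1. The share among M1 macrophages was 55.0%, 52.8%, 36.7% and 52.5% in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. In M2c macrophages it was 21.7%, 7.6%, 4.6% and 10.1%. Thinned to 1000 UMIs per cell, the shares in M2a macrophages of the last 3 libraries were 27.3%, 12.2% and 36.8%, those in M1 macrophages of the 4 libraries 26.3%, 27.0%, 20.4% and 35.4%, and those in M2c macrophages 10.1%, 1.8%, 1.9% and 5.1%. The M1 and M2c shares lay above the shares of at most 0.4% in the thinned dendritic epidermal T cell-like cells of the same libraries. Against the other subtypes the log2 fold change of *PLAC8* was 0.27 in M1 macrophages (standard error 0.27, edgeR adjusted p = 0.327), and 0.15 in M2a macrophages (standard error 0.30, edgeR adjusted p = 0.642). In M2c macrophages it fell by 3.57 (standard error 0.35, edgeR adjusted p = 3.94e-08) and was lower in 4 of 4 libraries. The call in M2c macrophages was made under all 10 alternatives. *PLAC8* was called higher in M1 macrophages with Control 1 left out (log2 fold change 0.59, edgeR adjusted p = 0.00121, range over the alternatives up to 0.828) and in M2a macrophages at a Leiden resolution of 1.6 (1.10, edgeR adjusted p = 0.0250, range up to 0.988).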

Interestingly, only roughly half of the M2a macrophages along the M2a trajectory maintained the expression of *PLAC8*, while its expression was absent from M2c and M1 macrophages, indicating distinct migratory behavior across subcutaneous locations as the macrophage differentiates. Testing the lineages for early drivers of differentiation revealed *CTSB*, *SELENOP*, *CD14*, and *ITM2B* as potential candidates for differentiation drivers (**Figure 5G**). These genes have the strongest differences between lineages at the point of lineage divergence. 

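Macrophages were ordered by diffusion pseudotime from the monocyte-like cells, since the trajectory programs of the study were not used here. Within each named subtype and library, the cells were cut at the median pseudotime, UMIs were summed on either side, 1 CPM was added, and the log2 ratio of later to earlier was taken. *CTSB* (chromosome 14 from 63122462 to 63145923) rose in M2c macrophages, with ratios of 1.05, 1.24, 1.04 and 0.46 in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, and fell in M1 macrophages of all 4 libraries, where the median ratio was -0.83. *SELENOP* (chromosome 15 from 3268547 to 3280508) rose in M2c macrophages by 2.16, 2.26, 2.87 and 1.63, and its median ratio was -1.87 in M1 macrophages. *CD14* (chromosome 18 from 36725067 to 36726798) had ratios of -2.60, -2.09, -1.39 and -1.79 in M2c macrophages and a median of -1.81 in M1 macrophages. *ITM2B* (chromosome 14 from 73362226 to 73385289) rose in M2c macrophages by 1.09, 1.24, 1.44 and 0.98, with a median of -0.13 in M1 macrophages. In the M2a macrophages of Control 2, hucMSC-Exo 1 and hucMSC-Exo 2 the median ratios were 0.38 for *CTSB*, -0.10 for *SELENOP*, -0.05 for *CD14* and 0.18 for *ITM2B*. Starting from a steady-state macrophage instead brought the M2c medians to 0.47 for *CTSB*, 1.44 for *SELENOP*, -0.71 for *CD14* and 0.64 for *ITM2B*, with the same direction in every library. In M2a macrophages it changed the direction of *CD14* (0.27) and *ITM2B* (-0.16). No test was made along pseudotime, and the point at which lineages part was not estimated.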

*CTSB* has been associated with the memory immune response of macrophages against tumors (33).

*HIF1α* plays a vital role in the complex process of wound healing, by coordinating the expression of various genes involved in angiogenesis, immune cell activation, and inflammation. The expression of *HIF1α* increased along both lineage M2a and M2c but remained consistently low for the M1 lineage (**Figures 5H–J**). 

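*HIF1α*, listed as Hif1a on chromosome 12 from 73901375 to 73947530, was counted at 69.8, 155, 130.2 and 193 CPM in the M1 macrophages of Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. M2c macrophages held 190.2, 426, 346 and 344, steady-state macrophages 229.6, 638, 549.8 and 644, and the M2a macrophages of the last 3 libraries 694, 491 and 653. In each library the level was lowest in M1 macrophages. From the earlier to the later cells of M2c macrophages the log2 ratio was -0.99, -1.24, -0.82 and -2.004, so that *HIF1α* fell in 4 of 4 libraries. Starting the order from a steady-state macrophage brought the median of these ratios from -1.11 to -0.51. Among M1 macrophages the ratios were 0.39, -0.57, 0.87 and 0.05.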

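In M2a macrophages the log2 ratio of *HIF1α* from the earlier to the later cells was -0.06 in Control 2, 0.22 in hucMSC-Exo 1 and 0.46 in hucMSC-Exo 2. In Control 2 it rested on 276 earlier and 358 later UMIs, in hucMSC-Exo 1 on 105 and 134 and in hucMSC-Exo 2 on 105 and 132. Control 1 held 2 M2a macrophages and gave no ratio, so the control group has 1 library here and no comparison between the groups was tested. With a steady-state macrophage as the start of the order, the ratios were -0.07, 0.41 and 0.41. Between the earliest and latest of 3 equal parts of the order they were 0.07, 0.18 and 0.50, so the sign in Control 2 depended on where the order was divided.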

The *HIF1α* expression increased in the beginning in both the hucMSC-Exosomes group and control group along the M2a lineage, however, the *HIF1α* expression for the M2a control group decreased midway. Similarly, *HIF1α* expression was higher at the latter half of the M2c trajectory for the hucMSC-Exosomes group. Both M2a and M2c trajectories for the hucMSC-Exosomes group end with elevated *ARG1* expression, whereas their respective control trajectories plateaued. 

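Among the later M2c macrophages *HIF1α* stood at 124 and 243 CPM in Control 1 and Control 2 and at 245 and 141 in hucMSC-Exo 1 and hucMSC-Exo 2. These levels came from 62, 154, 90 and 59 UMIs. The level of hucMSC-Exo 1 was close to that of Control 2, and hucMSC-Exo 2 lay between the control libraries. Cells were split at the median pseudotime of each library and subtype, with the groups as titled.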

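*ARG1* changed from the earlier to the later M2a macrophages by a log2 ratio of -0.48 in Control 2, 1.09 in hucMSC-Exo 1 and 0.81 in hucMSC-Exo 2, with Control 1 giving no value. The later M2a macrophages held 459, 334 and 975 CPM in these 3 libraries. In M2c macrophages the ratio was 1.30 in Control 1, -3.10 in Control 2, -0.49 in hucMSC-Exo 1 and -3.87 in hucMSC-Exo 2, and the later cells held 57.9, 30, 19 and 16.7 CPM. In M2c macrophages *ARG1* therefore rose in 1 control library and fell in the other 3 libraries. With a steady-state macrophage as the start, the M2a ratios were -0.33, 0.64 and 1.04. With the order divided into 3 equal parts, the earliest against the latest gave 0.17, 0.77 and 0.54, so the direction in Control 2 was not settled. From the expression of *ARG1* along its trajectories, the paper states that *ARG1* ended higher in the hucMSC-Exosomes group on both lineages.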

GSEA enrichment analysis shows an increase in the regulation of T cell activation and differentiation specifically for the M2a lineage in the hucMSC-Exosomes group (**Figure 5K**).

### 3.3 HucMSC-exosomes alter wound healing microenvironment through ligand-receptor interaction

The role of ligand-receptor interactions in wound healing is of paramount importance, as these interactions serve as the primary means of communication between cells and are essential for coordinating the various stages of tissue repair. In order to evaluate the alteration of the wound microenvironment from the perspective of ligand-receptor interactions, we utilized NicheNetR, a method that integrates gene expression data with existing knowledge on ligand-to-target signaling pathways to predict ligand-receptor interactions (21). The recent advances in NicheNetR methodology enabled us to perform a differential analysis of ligand-receptor interactions between treatment conditions.

The impact of hucMSC-Exosomes on basophils and neutrophils was marked by the interactions of *CCL3-CCR1*, *CCL4-CCR5*, *IL6-IL6RA*, and *IL13-IL13RA1* (**Figures 6A, B**). These interactions facilitated enhanced mobility and recruitment of neutrophils, as well as suppression of excessive neutrophil infiltration and consequent protection against unnecessary tissue damage (2, 34–36). In addition, hucMSC-Exosomes stimulated the lymphatic vessel endothelial cells to augment neutrophil phagocytosis through the *NTS-PTAFR* and *NTS-FPR2* interaction. (**Figure 6B**). 

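Basophil-like cells numbered 1 in Control 1, 59 in Control 2, 23 in hucMSC-Exo 1 and 18 in hucMSC-Exo 2, with 4180, 212525, 54981 and 54272 UMIs. Only 1 control library held at least 10 of them, so there was no test between the groups. *CCL3*, *CCL4* and *IL6* were among the genes that led the basophil cluster, and *IL4* and *MCPT8* among the markers that named it. Basophil-like cells held *CCL3* at 45455, 43199.6, 25281 and 36851 CPM in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2 and *CCL4* at 88517, 64199.5, 51090.4 and 56567. *IL6* (chromosome 5 from 30013114 to 30019981) stood at 0, 6376, 3328 and 3814, and *IL13* (chromosome 11 from 53631324 to 53634702) was counted with 0, 89, 12 and 11 UMIs. A count of 0 in the single cell of Control 1 allows up to 718 CPM. For each of these 4 ligands both hucMSC-Exosomes libraries lay below Control 2, with log2 fold changes of -0.57, -0.36, -0.94 and -1.09 against that library alone. In neutrophil-like cells *CCR1* (chromosome 9 from 123962124 to 123968692) was at 926, 1918, 1301 and 1799 CPM, with a log2 fold change of 0.21 (standard error 0.46, edgeR adjusted p = 0.9999) that became 1.14 with Control 2 left out. *IL6RA* (chromosome 3 from 89864059 to 89913196) was at 146, 51.3, 22.6 and 80.7 and *IL13RA1* (chromosome X from 36112110 to 36171259) at 189, 106, 56.6 and 135, with log2 fold changes of -0.33 and -0.28. Of the 3946 genes tested in neutrophil-like cells 0 had an adjusted p under 0.05 and 47 an unadjusted p under 0.05 (edgeR), and 0 of the 5 receptor genes tested passed when adjusted over the list alone, a list chosen on these samples. Without the filter on low counts 4 genes passed, *DCT*, *NGP*, *PMEL* and *PTGDS*, named after their values were seen. The ligand and receptor model of the study was not used here.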

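No cluster was named as lymphatic endothelial cells, so the source of the ligand was not analysed here. *NTS* (chromosome 10 from 102481756 to 102490486) was counted with at most 2 UMIs in any cell class of a library. Neutrophil-like cells held 2 UMIs in hucMSC-Exo 2, and M1-like cells held 2 in Control 2. *PTAFR* (chromosome 4 from 132564067 to 132582683) was at 634, 757, 639 and 776 CPM in the neutrophil-like cells of Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. Its log2 fold change was 0.16 (standard error 0.37, edgeR adjusted p = 0.9999), 0.56 with Control 2 left out and -0.09 with Control 1 left out. *FPR2* (chromosome 17 from 17887824 to 17893952) was at 214, 339, 283 and 399, with a log2 fold change of 0.38 (standard error 0.40, edgeR adjusted p = 0.9999) that became 1.07 with Control 2 left out. Both differences were smaller than the spread between the 2 control libraries.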

After hucMSC-Exosomes treatment, basophils released more *CSF1*, *IL4*, *OSM*, and *LIF* (**Figures 6B–D**; **Supplementary Figures 2, 3**). 

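In basophil-like cells *CSF1* (chromosome 3 from 107741048 to 107760469) was at 5502, 1426, 764 and 1400.3 CPM in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, where Control 1 is a single cell. *IL4* (chromosome 11 from 53602982 to 53618669), which was also a marker that named the cluster, was at 239, 4343, 1655 and 1437. *OSM* (chromosome 11 from 4236420 to 4241026) was at 3589, 2179, 1382 and 1695, and *LIF* (chromosome 11 from 4257557 to 4272514) held 0, 65, 2 and 7 UMIs. Each of these 4 genes was lower in both hucMSC-Exosomes libraries than in Control 2, by log2 fold changes of -0.49, -1.60, -0.60 and -1.97. With 1 control library left, no test and no p can be given, and the direction rests on that library and on the titles.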

*CSF1* regulates macrophage differentiation, proliferation, and survival (37). *IL4* suppresses macrophage pro-inflammatory mediators (38, 39). OSM stimulates M2 macrophage polarization (40). *LIF* stimulates macrophage infiltration (41). M2 macrophages secreted more *IL1RN* for competitive inhibition of *IL1A* and reduce neutrophil-associated inflammation (42). 

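M2-like cells held 1538039, 4108361, 2117435 and 2588072 UMIs in Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, and *IL1RN* was counted in them at 382, 1201, 720.2 and 515 CPM. It fell by 0.27 on the log2 scale in the hucMSC-Exosomes group as titled (standard error 0.50, edgeR adjusted p = 0.9998), and fell under all 12 alternatives that gave a test, by 0.06 to 0.29. With Control 1 left out it fell by 0.85, and with Control 2 left out it rose by 0.77, so the direction rested on which control library was used. *IL1A* was counted in the same cells with 51, 34, 15 and 17 UMIs. Osteoclast-like cells were 29 of the 199 M2-like cells of Control 1 but 344 of the 557 of Control 2. In the macrophage-like cluster alone *IL1RN* was at 411, 594, 395 and 219 CPM, lower in both hucMSC-Exosomes libraries than in both control libraries. The groups overlapped in the osteoclast-like (292, 1593, 872 and 1003) and monocyte-like clusters (360, 270, 120 and 281). *IL1RN* was not tested within these clusters. Of 8704 genes tested in M2-like cells 0 had an adjusted p under 0.05 and 111 an unadjusted p under 0.05 (edgeR). Without the filter on low counts 30 genes passed, 11 higher and 19 lower.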

The significantly higher presence of IL-4, IL-13, IL-17, and IL-33 levels in samples was verified with ELISA (**Figure 6E**).

**Figure 6:**
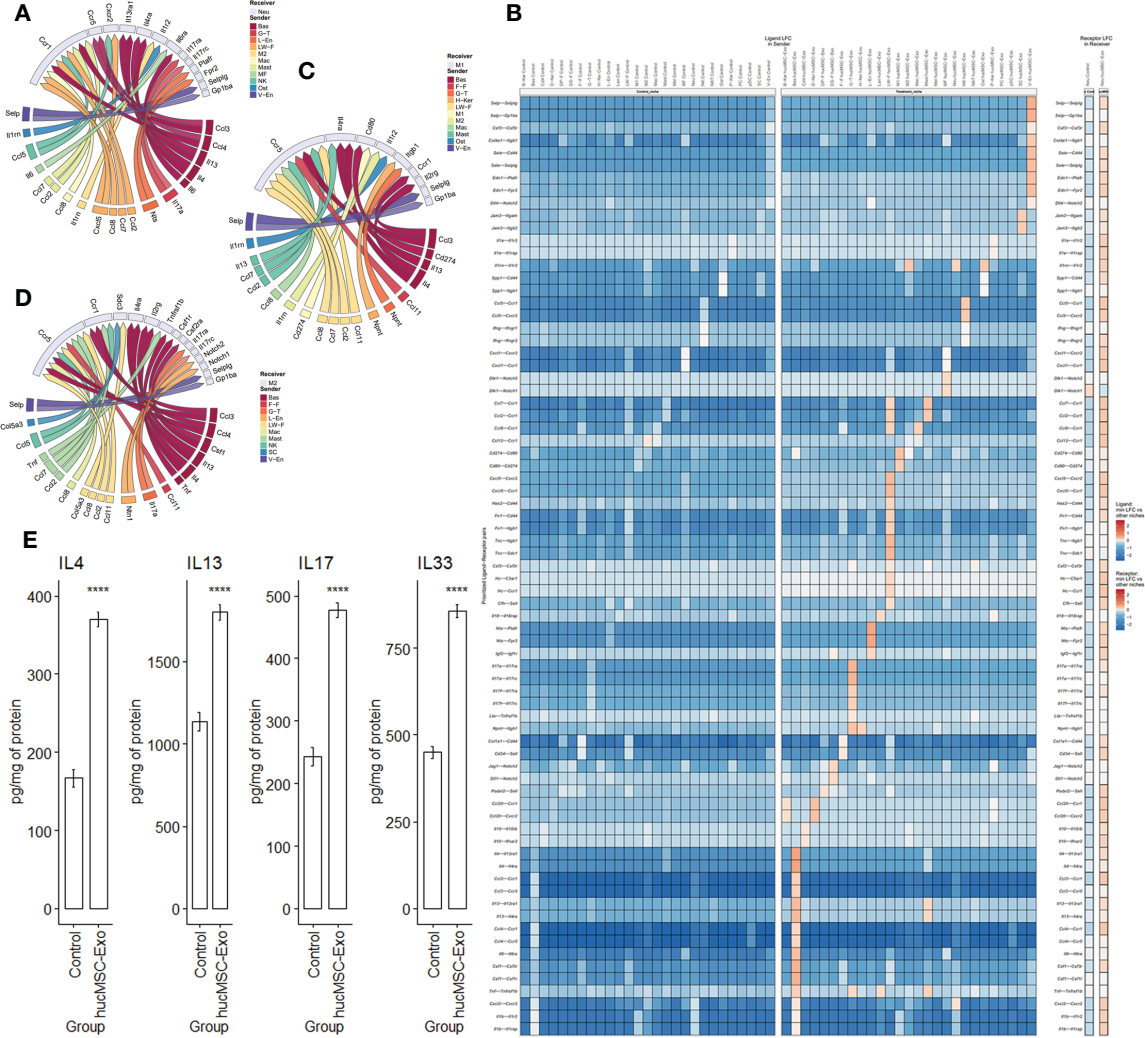
Ligand-receptor interactions after hucMSC-Exosomes exposure. **(A)** Circos plot of differential ligand-receptor interaction for neutrophils (receiver). **(B)** Heatmap illustrating ligand-receptor expression comparison between the control group and the hucMSC-Exosomes treatment group for neutrophils (receiver). **(C)** Circos plot of differential ligand-receptor interaction for M1 macrophages (receiver). **(D)** Circos plot of differential ligand-receptor interaction for M2 macrophages (receiver). **(E)** Cytokine protein levels for IL-4, IL-13, IL-17 and IL-33 measured by ELISA. Data are presented as mean and standard error. Unpaired two-tail t-test. ****p<0.00001.

## 4 Discussion

The objective of our study was to utilize scRNA-Seq to examine the immune cell heterogeneity involved in wound healing in mice with full-thickness skin lesions that received hucMSC-Exosome treatment compared to controls (which received PBS injections). Our analysis identified a variety of immune cells, including macrophages, γδ T cells, neutrophils, NK cells, basophils, plasmacytoid dendritic cells, and mast cells. The proportions of most cell types were found to be within expected ranges according to previous literature (43, 44). Notably, we observed an elevation in the proportion of immune cells, particularly M2 macrophages and neutrophils, in wounds treated with hucMSC exosomes.

During the inflammatory phase, neutrophils are the first immune cells recruited to the wound to re-establish a temporary barrier against microbial invasion (45). Neutrophil infiltration is a prerequisite for the transition from inflammation to proliferation and is necessary for high-quality repair with activated neutrophils can also produce neutrophil extracellular traps to trap and eliminate exogenous pathogens (46). Our data showed the presence of two subtypes of neutrophils, namely, proliferated neutrophils and migrated neutrophils, each with unique chemokine expression and RNA velocity profile. Their presence was verified with immunofluorescence co-staining. *RETNLG* and *SLC2A3* are potential markers to identify migrated neutrophils of cutaneous wounds as *BCL2A1B* for proliferation neutrophils. This would help the identification and characterization of neutrophils in clinical and research settings. While both types of neutrophils serve critical functions, heterogeneity between migrated neutrophils and proliferating neutrophils in core neutrophil function was observed. The specialized function of migrated neutrophils at wound sites is characterized by enhanced migration, chemotaxis, extravasation, and upregulated HIF-1 signaling. These cells also favor the production of *CCL6*, which serves to recruit additional macrophages, thereby contributing to the increase in macrophage numbers at the site. In contrast, proliferated neutrophils stimulate tissue renewal through increased translation, proliferation, and NOD signaling. These cells preferentially produce *CCL3*, which stimulates angiogenesis. When introduced to the system, hucMSC-Exosomes elicit distinct responses in the two subtypes of neutrophils. Proliferated neutrophils further promote tissue regeneration through increased angiogenesis and collagen deposition, while the introduction of hucMSC-Exosomes leads to a reduction in inflammation in migrated neutrophils, thereby protecting against excessive tissue damage (27, 47). Activated neutrophils can release cytokines to prolong and amplify neutrophil infiltration (48). Therefore, it is interesting how recruited neutrophils facilitate the recruitment of other immune cells whereas proliferating neutrophils stimulate proliferation. Utilizing recent advances to chart RNA velocity, trajectory, and expression profile on a single set of cellular UMAP coordinates, we identified unique RNA velocity patterns that differentiate the two neutrophil subtypes. Continuous and organized streams in RNA velocity indicate that a significant portion of the cellular lifecycle was captured within the sample, which likely means the cells were proliferated from a common local source. The minimal presence of neutrophils in normal skin tissue suggests that the likely source of these cells is infiltrated, first responders. This finding suggests the existence of a temporal threshold that dictates the genotype of neutrophils. It is possible that either the heterogeneity of neutrophils from various sources or the alteration of the wound microenvironment determines the transition of migrated neutrophils into proliferated neutrophils. The present study introduces a novel annotation technique that utilizes RNA velocity profiles to characterize clusters. This method has proven efficacious in the classification of subclusters and the characterization of cellular origins. It is worth noting that, although neutrophil numbers exhibited the most substantial increase, the predicted trajectories were relatively similar between the control group and the hucMSC-Exosomes group. This finding suggests that neutrophil differentiation and infiltration are more resistant to qualitative changes than quantitative changes in response to the substantial microenvironmental modifications induced by hucMSC-Exosomes.

Neutrophils possess a plethora of surface receptors, including GPCR, pattern recognition receptors, Fc receptors, and other receptors that aid in the detection of injury signals such as chemokines, damage-associated molecular patterns, and hydrogen peroxide released from damaged tissue (2). Among the multitude of potential interactions, ligand-receptor analysis has revealed basophils as the primary mediators of the effect of human umbilical cord mesenchymal stem cell-derived exosomes, with *CCL3*, *IL6*, and *IL13* identified as the core driving ligands. The transcriptomic profiles of hucMSC-Exosomes were analyzed by Luo, T., et al., the study showed the presence of MIF in the exosomes which contribute to the increased CCL3-CCR1, CCL4-CCR5, and IL6-IL6RA ligand-receptor interaction, leading to enhanced cellular proliferation and survival (49–52). Our findings are in line with these results, which demonstrated the proliferation of neutrophils at the wound site. Furthermore, the anti-inflammatory effects of M2 macrophages extend to neutrophils *via* the release of IL1RN. However, it must be noted that only a small proportion of identified ligand-receptor interactions have been documented with respect to their impact on wound healing. Thus, further characterization of these interactions is necessary in order to fully comprehend the effect of human umbilical cord mesenchymal stem cell-derived exosomes on the inflammatory response.

Macrophages are also important for wound healing and regeneration. 2-3 days after skin damage, macrophages from local tissue and bone marrow accumulate in the wound. Studies have shown that wound healing is delayed in macrophage depletion, as evidenced by reduced angiogenesis and collagen deposition, and reduced growth factor release (53–56). In contrast, increasing the number of macrophages in the wound can significantly accelerate wound healing, as observed in our samples (57). M1 macrophages are generally considered to be pro-inflammatory macrophages, characterized by the expression of TNF-α, IL-6, and IL-1B, capable of recognizing pathogens and phagocytosing them, as well as promoting MMP synthesis and degrading ECM (1, 58). In the present investigation, the selected temporal parameter for obtaining samples was POD 7, characterized by the continued proliferation of various cells and the coexistence of inflammation and proliferation, as well as the remarkable acceleration of the healing rate in the experimental group compared to the control group. Our observations are in line with multiple studies, which collectively indicate that hucMSC-Exosomes play a preeminent role at this particular time point (59).

As the inflammation subsides, macrophages transform into an anti-inflammatory phenotype, M2 macrophages, which primarily promote angiogenesis as well as ECM deposition (60). Chen et al. (61) reported that hucMSC-Exosomes can facilitate M2 macrophage polarization with increase Arg1 expression. In line with these results, our investigation revealed increased M2 macrophage number and enhanced expression of genes associated with the anti-inflammatory properties of M2 macrophages. Additionally, our trajectory analysis of macrophage differentiation points to a reinforcement of the M2a macrophage subtype.

The highly organized and structured nature of the macrophage RNA Velocity graph, particularly when juxtaposed with that of neutrophils, suggests that the polarization event of macrophages is likely to be localized and emanating from a single, consistent cell source. Through the application of predictive modeling techniques, we hypothesized trajectories of steady-state macrophages differentiating into M1, M2a, and M2c phenotypes. In particular, M2a macrophages have been shown to possess the ability to promote the conversion of fibroblasts into myofibroblasts, thereby increasing collagen deposition, as well as the capacity to transform themselves into fibroblasts and deposit ECM components (62). On the other hand, M2c macrophages exhibit a fibrinolytic phenotype and are typically observed following re-epithelialization to phagocytose excess neutrophils, stromal cells, and other debris (63, 64). The variance in RNA velocity between treatment groups suggests that M2c macrophages may exhibit further differentiation into M2a macrophages in the control group while being more inclined to remain as M2c macrophages in the hucMSC-Exosomes group.

Predicted trajectories are observed to diverge significantly between conditions, thus indicating that macrophages differentiate differently when exposed to hucMSC-Exosomes. Early differential markers such as *CTSB*, *SELENOP*, and *CD14* have been identified. Given that polarizations of M2a, M2c, and M1 macrophages are induced by elements that are enriched within the cutaneous wound site, it is not surprising that the presence of hucMSC-Exosomes resulted in a divergence in trajectory for the macrophages. M1, M2a, and M2c differentiation trajectories exhibit distinct behavior while sharing a common starting point. This phenomenon is further compounded by the fact that the hucMSC-Exosomes group and the control group do not share trajectories.

Functional analysis demonstrated that exposure to hucMSC-Exosomes led to a decrease in the inflammatory capabilities of M1 macrophages, while both M2a and M2c macrophages acquired an enhanced anti-inflammatory capability along their respective trajectories. Furthermore, shifts in positional markers such as *PLAC8* suggest that macrophages exhibit a preference for distinct locations under the influence of hucMSC-Exosomes, which may be explained by altered ligand-receptor interactions of target cells.

A study on the proteomics of hucMSC-Exosomes is consistent with our research results on macrophage ligand-receptor interactions, i.e., the dataset (PXD020948, ProteomeXchange Consortium) listed the presence of S100A8/A9 and TGF-β in hucMSC-Exosomes (65). S100A8/A9 could directly result in elevated interaction between IL6-IL6RA and may stimulate TNF-α, leading to increased expressions of LIF and IL1RN for enhanced cellular proliferation and differentiation (66–70). TGF-β might partially be accountable for the heightened interaction between IL13-IL13RA1 and the expression of CSF1, supporting macrophage differentiation and debris clearance (71, 72). It is also consistent with our results which showed increased M2 macrophages polarization and activity. Through a functional enrichment analysis of DEGs in macrophages, our investigation revealed that the activation of the Wnt signaling pathway was notably augmented following treatment with hucMSC-Exosomes, alongside the amplification of supplementary pathways such as HIF-1. It is noteworthy that the Wnt pathway holds a pivotal role in modulating various cellular processes, including but not limited to the regulation of cell proliferation and migration, thus establishing its relevance in skin cell homeostasis. As indicated in previous studies, the nuclear translocation of β-catenin, a downstream effector of the Wnt pathway, promotes the aforementioned phenotypes in skin cells (73). In addition, upregulated TLR4 is believed to be involved in hucMSC-derived exosome-induced M2 macrophage inflammation and repair (74). Similar to reported hucMSC-Exosomes’ effect on liver, we also detected the elevation of ERK pathway in neutrophils, its promotion of cell survival may be the cause of increase neutrophils (75).However, it is important to note that hucMSC-Exosomes consist of hundreds of proteins, RNAs, and miRNAs, which collectively result in multifaceted effects from complex combinations of multiple molecules (7, 49, 65, 76–78). Therefore, it is improbable that a single bioactive molecule *in vivo* could replicate the effects of hucMSC-Exosomes in the microenvironments of wounds. The isolation and identification of specific molecules’ functional characteristics would be a significant undertaking and remain a key objective of our future studies. Currently, it is still quite difficult to simulate and verify the functions of specific molecules in the microenvironment of a wound *in vitro*, which will also be a goal for our future research.The healing of wounds is a complex biological process that involves the coordinated interactions between cytokines and various cells. HucMSC-Exosomes may directly release or induce the secretion of certain cytokines to promote wound healing (79). Interleukins (ILs) are a family of cytokines that play a key role in the process of wound healing. ILs are involved in a variety of immune and inflammatory responses, including the recruitment of immune cells to the site of injury. In the context of wound healing, ILs have been shown to promote the proliferation and migration of various cell types, including fibroblasts, keratinocytes, and endothelial cells. We observed elevated expression of various ILs including IL-4, IL-13, IL-17, and IL-33 with the result verified with ELISA. IL-4 has been shown to inhibit the production of pro-inflammatory cytokines, such as tumor necrosis factor-alpha (TNF-alpha) and interleukin-1 beta (IL-1 beta), which can delay wound healing if present in excess (80). IL-13 has similar effects to IL-4 with the additional effect of promoting the differentiation of fibroblasts into myofibroblasts, a specialized cell type that is responsible for wound closure by contraction (81). IL-17 has also been shown to enhance the production of collagen and stimulate the migration of neutrophils (82). IL-33 enhances the activation and recruitment of immune cells, such as neutrophils and eosinophils (83). A recent report has identified elevated levels of IL-8 in keratinocytes in response to exosome exposure at the wound site (84). However, no studies have yet characterized the depth and breadth of interleukins’ involvement in exosome treatments. This phenomenon is most efficiently evaluated through analysis of single-cell level transcriptomic profiles on tens of thousands of cells. The association between hucMSC-Exosomes and ILs has implications beyond wound healing, as it may have potential applications in cancer treatment as well (79). Revealing the possible role of IL in the microenvironment of wound healing may help in the development of targeted and engineered extracellular vesicles for use in the treatment of wound repair.

Through the utilization of a novel and high-throughput sequencing methodology known as single-cell sequencing, this study unveils the distinctive cellular factors and gene expression profiles that drive wound healing subsequent to full-layer skin damage in neutrophils and macrophages stimulated by the hucMSC-Exosomes. Moreover, this work elucidates the global impact on the expression level of such cells. Infiltration of the wound by neutrophils and macrophages is imperative to eliminate pathogens and synergistically regulate the healing process, with each phase necessitating coordination by a multitude of bioactive molecules through mediated cellular interactions. We provide a detailed description of the cellular fate of neutrophils and macrophages under the influence of hucMSC-Exosomes at the single-cell level, highlighting the upregulation of novel targets such as OSM, LIF and CSF1 etc. These molecules represent promising targets for exosome modification, thereby unveiling new prospects for future exosome application in wound repair and tissue regeneration. Additionally, we anticipate that the analysis of ligand-receptor interactions and pseudotime prediction between distinct cells will facilitate the prediction of potential mechanisms by which hucMSC-Exosomes promote wound healing, thus providing new ways for targeted therapy and engineered exosomes for wound repair.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE224491 (GEO).

## Ethics statement

The animal study was reviewed and approved by institutional committee of the PLA School of Medicine.

## Author contributions

YYL and RY contributed to conception and design of the study. MZ, KL, LW organized the database. YYL performed the statistical analysis. YYL wrote the first draft of the manuscript. YL, HC, DS, JL, and XZ wrote sections of the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

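The data are droplet single-cell RNA sequencing of periwound skin from 4 mice on day 7, with 1 library per mouse. Of these, 2 libraries are titled Control (replicates 1 and 2) and 2 hucMSC-Exo (replicates 1 and 2). Group and replicate were taken from the titles, and the letters in the names of the deposited matrices, which pair the libraries in another way, were used only in the closing section. The authors made the deposited counts with Cell Ranger from reads aligned to mm10, as whole numbers of UMIs per gene and cell, without normalization. The paper's methods describe that immune cells were separated computationally by *PTPRC*, and the text does not say whether the deposited cells are those that this step kept.

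The files list 20151, 20339, 20473 and 20405 mouse gene symbols for Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2, and 15077 symbols had a count in every library. The deposited cells had at least 525, 501, 500 and 501 UMIs. Cells with 200 to 3000 detected genes and at most 10% mitochondrial UMIs were kept, as in the paper. This left out 106, 281, 75 and 69 cells with more than 3000 genes and 40, 69, 48 and 49 cells with a higher mitochondrial share, and 2 cells of Control 2 met both conditions. The kept cells held 4779405, 11243740, 6459007 and 9053510 UMIs.

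Counts per cell were scaled to 10000 and log-transformed, and the 4 libraries were merged without a batch correction. The 2000 most variable genes, 30 principal components, 15 neighbours and the Leiden method at a resolution of 1 gave the clusters (seed 0). A marker counted as detected in a cluster where at least 10% of its cells held a UMI of it, and a cluster needed 3 detected markers of a list to be named. The marker lists, which combine markers from the paper with general ones, were fixed before the data were examined. The 10 leading genes of a cluster were those with the largest fold over the other cells among genes found in at least 25% of its cells.

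Neutrophil-like cells, and M1-like and M2-like cells together, were clustered again in the same way. The genes listed from the paper for testing, the chemokine genes and the ribosomal protein genes were left out of this second clustering and of its marker lists, so that they could be tested between the subtypes. Genes left out can still vary with the genes that formed the subtypes in the same cells. The p values between subtypes do not allow for this and can be too small. Other genes that the paper names stayed in, among them the markers *FN1* for M2a macrophages, *MRC1* for M2c macrophages and *S100A8* and *S100A9* for migrated neutrophils. A subcluster stayed unnamed where its mean marker score was not above 0, or where another subtype or another cell class had more markers among its leading genes.

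This naming rule was not fixed in advance. An earlier rule for the clusters left the largest cluster unnamed and was replaced, and 3 versions of the rule for subclusters were run after the clusters and their cells per library had been seen. The first comparisons between the groups used a less strict version, under which 2 markers of another cell class were needed to leave a subcluster unnamed. After the numbers of called genes under that version had been seen, which were 0 in each population that could be tested, the strict version replaced it, because a subcluster with more markers of another class than its own was not to be compared between groups. The other 2 versions are given as alternatives. The class of dendritic epidermal T cell-like cells contained such a cluster, and its share was not compared between the groups.

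The UMIs of each gene were summed per library and population. A library with fewer than 10 cells of a population stayed out of its comparison, and no p was computed where this left a group with 1 library, as for M2a macrophages and basophil-like cells. The hucMSC-Exosomes and control groups were compared with edgeR's quasi-likelihood test on these sums, with TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment at 0.05, and DESeq2 as an alternative. Subtypes were compared with the same test and the library as a block, and their genes were adjusted over the genes left out of the clustering. Ribosomal protein genes were tested as a set with limma's fry and with camera. Shares of cells were compared with an exact two-sided permutation test of the 4 library shares, which allow 3 splits, and each share has a 95% exact Clopper-Pearson interval. Where a count is 0, the level that 3 counts would give is named as the limit, and intervals and limits cover counting error only. The genes named in the text are those the paper names for a population. Genes past the threshold with the largest changes were to be added, and there were none.

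Macrophages were ordered by diffusion pseudotime from the monocyte-like cells. Within each subtype and library the cells were divided at the median, and the log2 ratio of later to earlier CPM was taken after adding 1. Shares of cells with *PLAC8* were also computed after drawing 1000 UMIs from each cell.

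The tests were tried on simulated data with 200 genes changed by a log2 fold change of 2, made from the means and sizes of these libraries (seed 11). The changed genes were drawn from those above the median level, and apart from them every library had the same means. With the spread between libraries estimated from the data, edgeR recovered 169 of the 200 genes among 3692 in neutrophil-like cells with 17 false calls, and 186 among 8451 in M2-like cells with 10 false calls. DESeq2 recovered 138 with 5 false calls and 185 with 11. Changes in genes of lower level and in the subtypes were not simulated, so the recovery there is not known.

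The alternatives were to leave out the 10% of cells with the highest doublet scores per library, keep all deposited cells, cluster at a resolution of 0.6 or 1.6 or on 20 principal components, assign a class to each cell by its highest mean marker value, pool the cells of a group, use DESeq2, use no filter on low counts or require 10 counts in every library, use a threshold of 0.01, block by replicate number, drop the library block, and leave out each library in turn. For pseudotime they were to start from a steady-state macrophage and to compare the outer parts of 3.

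Staining, quantitative PCR and immunoassay results, RNA velocity, the trajectory and ligand models and the named gene sets of the paper were not analysed here. The tools were Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Positions come from the GENCODE annotation of GRCm38.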

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

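The other 2 naming rules and the block that crosses the replicate numbers were chosen after seeing the data, and the other alternatives were set before the data were examined. No result reversed a call under an alternative.

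Between the hucMSC-Exosomes and control groups, 11 to 165 genes had an unadjusted p under 0.05 in the 7 populations that could be tested. Chance alone would give more in each of them, so these numbers are no sign of a difference. After adjustment, 0 genes passed 0.05 in each of these populations. The number was also 0 without doublets, with all deposited cells, at Leiden resolutions of 0.6 and 1.6, on 20 principal components, with 10 counts required in every library, at a threshold of 0.01 and under both other naming rules, wherever these could be run. Without a filter on low counts it was 4 in neutrophil-like cells, 1 in migrated neutrophils, 3 in proliferated neutrophils, 1 in M1 macrophages, 30 in M2-like cells, 18 in M2c macrophages and 61 in steady-state macrophages. That alternative tests more genes, many of them with counts in few cells, and the cause of these calls was not tested. With DESeq2, 1 gene passed in M2c macrophages and 2 in steady-state macrophages, *GBP2* and *RSAD2*, both lower in the hucMSC-Exosomes group and named after their values were seen; the cause was not tested.

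Taken over all genes tested, libraries with the same replicate number did not deviate together from their group means. The correlations were -0.01, -0.14, -0.01, 0.08, -0.28, -0.27 and -0.15 in neutrophil-like cells, migrated neutrophils, proliferated neutrophils, M1 macrophages, M2-like cells, M2c macrophages and steady-state macrophages. A replicate block on that number gave 1 gene in M2c macrophages, *RETNLA*, named after its value was seen, and 0 genes in the other populations. Under this block the ribosomal protein genes of migrated neutrophils had a median log2 fold change of 0.33 with a p of 0.0116 from limma's fry, and the other 6 populations had no such call. A replicate block that crosses the numbers gave 70 genes in M2-like cells, 18 in M2c macrophages and 0 in the other populations.

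The difference between the groups in the share of migrated neutrophils, 0.08 percentage points, was 18.9 at a Leiden resolution of 0.6, 11.8 at 1.6, 12.5 on 20 principal components and 10.7 under the less strict naming rule, and the cause was not tested. With each library left out in turn it went from -6.84 to 7.00. The differences in the shares of neutrophil-like, M1-like, M2-like and M2a macrophages moved by less than the spread between libraries under every alternative run, but their direction changed with a library left out, from -4.74 to 15.8, from -2.85 to 0.98, from -5.87 to 0.09 and from -2.59 to 3.95 percentage points.

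Among the genes left out of the clustering, 10 differed between migrated and proliferated neutrophils. The number was 0 without the library block, 6 at a Leiden resolution of 1.6, 2 with DESeq2 and from 2 to 11 with each library left out. For steady-state macrophages against the other subtypes it was 35, and 20 without the library block, 21 at a Leiden resolution of 0.6 and from 17 to 38 with each library left out. For M2a macrophages it was 103, and 32 at a Leiden resolution of 0.6 and 53 at 1.6. The numbers for M1 and M2c macrophages stayed within 1.5 times of 116 and 91. Fewer libraries enter the comparisons with a library left out, and for the other changes the cause was not tested.

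The median log2 fold change of the ribosomal protein genes between the groups, with each library left out in turn, went from -0.10 to 0.31 in neutrophil-like cells, from -0.16 to 0.60 in proliferated neutrophils, from -0.10 to 0.094 in M1 macrophages, from 0.072 to 0.40 in M2-like cells, from -0.18 to 0.28 in M2c macrophages and from 0.15 to 0.42 in steady-state macrophages. It stayed above 0 in migrated neutrophils, from 0.10 to 0.66, and was 0.065 there without doublets, against 0.36 with them. In the subtype comparisons it kept its sign for M1, M2a and M2c macrophages under every alternative run.

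Of the values of single genes, 273 kept their direction and side of the threshold with a library left out, 5 lost a call, 3 gained one and 13 moved. Under the other alternatives 509 kept both, 10 lost a call, 6 gained one and 21 moved.

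Alternatives that left a library with fewer than 10 cells of a population gave no test of its genes. These were all deposited cells and a Leiden resolution of 1.6 for migrated neutrophils, all deposited cells for proliferated neutrophils, and for M2a macrophages every alternative except all deposited cells and 20 principal components. Basophil-like cells could be tested under none. The filter on low counts left 3946 genes to test in neutrophil-like cells, against 8704 in M2-like cells, and the cause was not tested.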

Differences from the paper's values

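The numbers of cells in the split by the letters in the names of the deposited matrices, given at the end of this part, the division of the M2-like cells into their 3 clusters and the check of the paper's percentages were chosen after seeing the data.

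The paper gives 12969 and 8804 cells for the control libraries and 10928 and 9838 for the hucMSC-Exosomes libraries. The kept cells numbered 2074 and 952 and 2001 and 1416. With all deposited cells these were 2422 and 1098 and 2119 and 1539, so this alternative, the only one set before the data were examined that changes the number of cells in this way, did not close the gap. With the paper's numbers summed per group, 20766 and 21773, as the denominator, 7 of its 8 percentages of neutrophils and M1, M2 and M2a macrophages are met after rounding, and the M1 macrophages of the control group give 0.35% against its 0.4%. Neutrophils and M1 and M2 macrophages, the first 3 of its 11 immune cell types in order of abundance, make up at most 5.93% of these sums each, so the sums include many cells outside these types. *PTPRC* was counted in 81.5% to 87.7% of the deposited cells.

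For the control group the paper gives 76 M1 macrophages against 200 M1-like cells here, and 157 neutrophils against 403 neutrophil-like cells. For the hucMSC-Exosomes group it gives 1231 M2 macrophages against 714 M2-like cells, and 745 M2a macrophages against 135. The paper counts osteoclast-like macrophages apart from M2 macrophages, while 361 of the 714 M2-like cells here came from the osteoclast-like cluster, 137 from the macrophage-like and 216 from the monocyte-like cluster. None of the alternatives set before the data were examined closed these gaps, with 146 to 213 M1-like, 298 to 406 neutrophil-like, 634 to 802 M2-like and up to 327 M2a cells. The paper's 282 M2a macrophages in the control group compare with 142 here. A gap counts as closed where the larger of the 2 numbers is at most 1.5 times the smaller. By this rule the gap for this number closed with a class assigned to each cell (252), without doublets (190), with all deposited cells (343), at a Leiden resolution of 0.6 (207) and on 20 principal components (343), and stayed open at a Leiden resolution of 1.6 (166).

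The paper states that neutrophils, M1 and M2 macrophages were more abundant in the hucMSC-Exosomes group. The mean share was higher by 5.55 percentage points for neutrophil-like cells but -0.94 for M1-like and -2.89 for M2-like cells, and 2 libraries against 2 cannot give an exact p under 0.333. Of the clusters within the M2-like cells, the macrophage-like cluster had a mean share of 9.54% in the control and 3.90% in the hucMSC-Exosomes group, the osteoclast-like cluster 9.82% and 11.2%, and the monocyte-like cluster 4.53% and 5.85%. The paper's number of M2a macrophages is higher in the hucMSC-Exosomes group, and here 135 cells compare with 142, while the mean share was higher in the hucMSC-Exosomes group, at 4.16% against 3.48%. The numbers depended on the processing. They were higher in the hucMSC-Exosomes group without doublets (277 against 190), at Leiden resolutions of 0.6 (268 against 207) and 1.6 (258 against 166) and with a class assigned to each cell (274 against 252), and lower with all deposited cells (322 against 343) and on 20 principal components (327 against 343). Neutrophils come first and M1 macrophages second in the paper's order of abundance. Its own numbers of cells run otherwise in both groups. In the hucMSC-Exosomes and control groups it gives 1231 and 670 M2 macrophages, 930 and 157 neutrophils and 215 and 76 M1 macrophages. The order of these 3 types here was that of the paper's numbers rather than of its list. Here the M2-like cells, 756 in the control and 714 in the hucMSC-Exosomes group, outnumbered the 1039 neutrophil-like cells when their 3 clusters were counted as 1 class. The 369 M1-like cells came after both, after 1036 dendritic epidermal T cell-like, 806 γδ T cell-like and 684 CD4+ T cell-like cells, and with the 3 clusters apart also after 734 osteoclast-like and 377 macrophage-like cells.

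Ribosome and translation genes fall in migrated and proliferated neutrophils of the hucMSC-Exosomes group according to the paper. Here the ribosomal protein genes had a median log2 fold change of 0.36 and 0.12, *RPS27A* 0.45, *RPS19* 0.18, *RPL24* 0.03 and *RPL32* 0.25, none of them called. Without doublets the medians were 0.065 and -0.094, and *RPS27A* was at 0.073, *RPS19* at -0.205, *RPL24* at -0.196 and *RPL32* at -0.058, again without a call. According to the paper *CCL4* and *CD33* rise in migrated neutrophils and *CCL6* in proliferated neutrophils, where the values here were -1.15, -0.33 and -0.08. With Control 2 left out they were 0.49, -0.03 and 0.48, and with all deposited cells, where no test could be run, -1.79, 0.02 and 0.71. *CXCL2* falls in steady-state macrophages in the paper and had a log2 fold change of 1.38 here. *IL1RN* rises in M2 macrophages in the paper and had -0.27 here, and 0.77 with Control 2 left out. By quantitative PCR of periwound samples, not analysed here, the paper also reports *CCL6* and *IL1RN* as elevated. In M2a macrophages the values against Control 2 alone were -0.08 for *ARG1* and -0.04 for *LY6C2*, which the paper reports as higher, and *CCL8*, also higher in the paper, held 18 UMIs in Control 2 and 0 and 3 in the hucMSC-Exosomes libraries. On 20 principal components the values were 0.67, 0.11 and 0.18, and with all deposited cells 0.69, 0.22 and -1.64, none of them called.

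In the paper basophils release more *CSF1*, *IL4*, *OSM* and *LIF* after treatment. Here each was lower in both hucMSC-Exosomes libraries than in Control 2, by log2 fold changes of -0.49, -1.60, -0.60 and -1.97, without a test. For IL-4 the paper also reports higher protein by immunoassay of tissue, which was not analysed here. The paper reports *PLAC8* as absent from M1 and M2c macrophages. A UMI of it was found in 36.7% to 55.0% of the M1 macrophages and 4.6% to 21.7% of the M2c macrophages of a library. The paper describes *HIF1α* as raised along the M2c lineage. Here only earlier and later cells within M2c macrophages were compared, in another order of the cells, which covers part of that lineage. Within them *HIF1α* fell in 4 of 4 libraries, with a median log2 ratio of -1.11. *ARG1* ends higher along the M2c trajectory of the hucMSC-Exosomes group in the paper. Here its log2 ratio within M2c macrophages was -0.49 and -3.87 in the hucMSC-Exosomes libraries and 1.30 and -3.10 in the control libraries. The paper reports higher ribosome and translation activity in steady-state macrophages than in the other subtypes, and here their median against the other subtypes was 0.07, with a p of 0.307 from limma's fry.

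*CXCL9*, which the paper reports as lower in steady-state macrophages, was called without a filter on low counts, with an adjusted p = 6.67e-20 against a range of up to 1 over the alternatives (edgeR). *CCL5*, which the paper names for M2c macrophages, was called at Leiden resolutions of 0.6 and 1.6, without the library block, without Control 2 and without hucMSC-Exo 1, with an adjusted p from 0.0125 to 0.250 over the alternatives (edgeR). Split by the letters, the libraries held 149 and 890 neutrophil-like, 110 and 259 M1-like, 504 and 966 M2-like and 78 and 199 M2a cells. The first number is for Control 1 and hucMSC-Exo 1. With these taken as the control group, the gaps for neutrophils (157 and 930 in the paper), M1 (76 and 215) and M2 macrophages (670 and 1231) closed by the rule above. The gaps for M2a macrophages (282 and 745) stayed open.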

Other observations

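Of the tests in this part, the comparison with the cell numbers of the paper was chosen only after the result was seen, and the other 3 were set before. The γδ T cells, the subclusters and the split by neither label were noticed in the data and had no test set for them.

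The share of neutrophil-like cells differed more between the 2 libraries of each titled group than between the groups. A candidate explanation is a mislabelled sample, since the letters in the names of the deposited matrices pair Control 1 with hucMSC-Exo 1 and Control 2 with hucMSC-Exo 2. Split in this way, the neutrophil-like shares of the 2 pairs lay apart by 10.16 percentage points, while the titled groups overlapped (-10.16). These are the same 4 shares in another arrangement, and 1 of the 3 possible splits separates any 4 different values, so this alone adds little to the candidate explanation. The M2-like shares overlapped in both splits, with -1.1 by letter and -0.64 by title, and did not tell them apart. In neutrophil-like cells 0 genes passed an adjusted p of 0.05 by letter and 0 by title, beside 266 and 47 at an unadjusted p under 0.05 and 141 in the remaining split. In each of the 7 populations the titled split had the fewest genes at an unadjusted p under 0.05. The split by letter had the most in neutrophil-like cells, both neutrophil subtypes and M1 macrophages, but the remaining split had the most in M2-like cells (1032 against 260 by letter), M2c macrophages (915 against 215) and steady-state macrophages (305 against 211). The numbers of genes therefore did not single out the split by letter.

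The ratio of cells between the groups was also compared with the ratio of the numbers in the paper, for neutrophil-like, M1-like, M2-like and M2a cells. On the log2 scale the mean distance was 0.1 by letter, 1.52 by title and 1.13 in the remaining split, and by letter it stayed between 0.09 and 0.38 under the alternatives. The titles of the samples may therefore not be those under which the paper's numbers were counted, which remains a hypothesis. The distance was taken on numbers of cells rather than shares, so it also depends on library size. By letter, libraries of 952 and 1416 kept cells stood against libraries of 2074 and 2001. The paper's group totals of 21773 and 20766 differed far less. A distance on shares was not computed. With 4 libraries there are 3 splits, so 1 of them lies closest in any case. The letter of each library goes with its replicate number, so a batch by replicate number gives the same split of the shares. Under correct titles such a batch would leave the paper's numbers closest to the titled split, which lay farthest from them under every setting run, at 1.34 to 1.63, so a batch alone does not account for that match. A batch beside another explanation stays open. Across genes, the deviations of same-numbered libraries from their group means had correlations of -0.28 to 0.08 in the 7 populations. Gene levels as a whole thus showed no shift shared by the replicate number or by the letter. A correlation over all genes can miss a shift in part of them, so such a shift was not excluded. The neutrophil-like shares follow both the number and the letter. Differences between individual mice stay open and were not tested.

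γδ T cell-like cells made up 8.93% and 8.92% of the cells of Control 1 and Control 2 and 15.6% and 15.7% of hucMSC-Exo 1 and hucMSC-Exo 2 (exact permutation test, p = 0.333, the smallest that 4 libraries allow). They were chosen after their values were seen. Of 14 named cell classes, 7 (50.0%) separated the titled groups without overlap, against the 33.3% that chance gives, and shares of 1 library are not independent of each other. The class left out had a cluster with more markers of another class than its own. No technical or biological explanation was tested.

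The subcluster of M2c macrophages led by *CXCL9* and *GBP4* held 71 cells, of which 63 came from Control 1, and that of steady-state macrophages led by interferon-induced genes held 208 cells, with 66, 42, 25 and 75 from Control 1, Control 2, hucMSC-Exo 1 and hucMSC-Exo 2. Control 1 held 237 of the macrophages that were clustered again, against 719, 377 and 506 in the other libraries. Paired by neither the titles nor the letters, Control 1 and hucMSC-Exo 2 differed from the other 2 libraries by 35 genes in M2c macrophages and 1 in M1 macrophages, beside 915 and 124 at an unadjusted p under 0.05. No explanation was tested for these values.

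*XIST* was counted with 0 CPM in each library, and *DDX3Y*, a gene of the Y chromosome, at 67.9, 113, 96.7 and 121 CPM.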
